# Bacterial and viral pathogen-associated molecular patterns induce divergent early transcriptomic landscapes in a bovine macrophage cell line

**DOI:** 10.1186/s12864-018-5411-5

**Published:** 2019-01-08

**Authors:** Felix N. Toka, Kiera Dunaway, Felicia Smaltz, Lidia Szulc-Dąbrowska, Jenny Drnevich, Matylda Barbara Mielcarska, Magdalena Bossowska-Nowicka, Matthias Schweizer

**Keywords:** RNASeq, Bomac cells, Poly(I:C), CpG DNA, PAMPs, Bovine macrophage

## Abstract

**Background:**

Pathogens stimulate immune functions of macrophages. Macrophages are a key sentinel cell regulating the response to pathogenic ligands and orchestrating the direction of the immune response. Our study aimed at investigating the early transcriptomic changes of bovine macrophages (Bomacs) in response to stimulation with CpG DNA or polyI:C, representing bacterial and viral ligands respectively, and performed transcriptomics by RNA sequencing (RNASeq). KEGG, GO and IPA analytical tools were used to reconstruct pathways, networks and to map out molecular and cellular functions of differentially expressed genes (DE) in stimulated cells.

**Results:**

A one-way ANOVA analysis of RNASeq data revealed significant differences between the CpG DNA and polyI:C-stimulated Bomac. Of the 13,740 genes mapped to the bovine genome, 2245 had *p-*value ≤0.05, deemed as DE. At 6 h post stimulation of Bomac, poly(I:C) induced a very different transcriptomic profile from that induced by CpG DNA. Whereas, 347 genes were upregulated and 210 downregulated in response to CpG DNA, poly(I:C) upregulated 761 genes and downregulated 414 genes. The topmost DE genes in poly(I:C)-stimulated cells had thousand-fold changes with highly significant *p*-values, whereas in CpG DNA stimulated cells had 2–5-fold changes with less stringent *p*-values. The highest DE genes in both stimulations belonged to the TNF superfamily, *TNFSF18* (CpG) and *TNFSF10* (poly(I:C)) and in both cases the lowest downregulated gene was *CYP1A1*. CpG DNA highly induced canonical pathways that are unrelated to immune response in Bomac. CpG DNA influenced expression of genes involved in molecular and cellular functions in free radical scavenging. By contrast, poly(I:C) highly induced exclusively canonical pathways directly related to antiviral immune functions mediated by interferon signalling genes. The transcriptomic profile after poly(I:C)-stimulation was consistent with induction of TLR3 signalling.

**Conclusion:**

CpG DNA and poly(I:C) induce different early transcriptional landscapes in Bomac, but each is suited to a specific function of macrophages during interaction with pathogens. Poly(I:C) influenced antiviral response genes, whereas CpG DNA influenced genes important for phagocytic processes. Poly(I:C) was more potent in setting the inflammatory landscape desirable for an efficient immune response against virus infection.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5411-5) contains supplementary material, which is available to authorized users.

## Background

Gene expression profiles generated from a wide variety of cell types treated with different pathogens or substances that mimic pathogens can yield valuable insights into the mechanisms of host-pathogen interaction. Moreover, gene expression profiles permit identification of specific responses to microbial stimuli that can lead to rationale design of therapeutic approaches or next-generation vaccines. With the completion of the bovine genome [1], it is possible to analyze transcriptional profiles or interactomes to understand the host-pathogen relationships that lead to cellular responses. Therefore, highly sophisticated techniques such as RNASeq have become useful to study whole transcriptomic landscapes of cells during infection or treatment with therapeutic agents. There is now abundant evidence that the innate immune response immensely influences the development of an infection into disease. Among other cells at the forefront of innate immunity, macrophages (MΦ) play a major role in containing primary infections. For instance, infection of mice with herpes simplex 1 virus followed by induction of M2 macrophages through CSF-1 DNA was associated with reduced virus replication in the eye, reduced latency and reduced levels of CD4, CD8, IFN-γ and PD-1 transcripts in the trigeminal ganglion [2]. Some reports show that MΦ alter their gene expression profile upon infection, e.g., *Mycobacterium bovis* infection is associated with the repression of host gene expression in MΦ [3, 4]. Therefore, reaction of MΦ to various pathogens is variable and is not yet completely understood. Lewandowska-Sabat et al. [5] have reported the early phase transcriptional program of bovine monocyte-derived MΦ infected with *Staphylococcus aureus* and show that *S. aureus* induces both, alternative and classical MΦ activation pathways. They concluded that activation of MΦ through the alternative pathway possibly contributes to intracellular persistence of *S. aureus* during mastitis in dairy cattle. Infection of an epithelial cell-MΦ co-culture with *Mycobacterium avium* subspecies *paratuberculosis* (MAP) revealed a number of metabolic, DNA repair and virulence genes that are worthy to investigate for new drug targets [6]. In particular, this study revealed a novel iron assimilation system for carboxymycobactin. Another RNASeq study of MAP infection [7] of monocyte-derived MΦ showed expression of genes that account for protective host immunity and those that might support MAP survival and proliferation in MΦ.

Antigen presenting cells (APCs), such as MΦ, express pattern recognition receptors (PRRs) such as Toll-like receptors (TLRs), which are used for detecting pathogen-associated molecular patterns (PAMPs). PRR signal through intermediate molecular adaptors to activate transcription factors that drive gene transcription and expression of pro-inflammatory cytokines responsible for antimicrobial activity. CpG DNA and synthetic dsRNA (poly(I:C)) are classically used as model ligands to represent specific pathogens such as bacteria and dsRNA viruses, and are potent adjuvants of immune response in many animal species. Therefore, it is imperative that the influence of adjuvants on the responding cells be thoroughly understood. During stimulation with dsRNA, the adaptor TRIF (TIR-domain-containing adapter-inducing interferon-β) is recruited to the Toll/Il-1 Receptor (TIR) domain of activated, dimeric TLR3, which leads to stimulation of the transcription factors IRF3, NF-κB and AP-1 [8, 9]. By contrast, the chaperon protein UNC93B mediates transport of TLR9 to the endosome where the binding with DNA molecules induces the formation of the signalling complex that includes MyD88, TRAF6 and IRAK4. The resulting response activates the NF-κB pathway leading to the production of pro-inflammatory cytokines. In addition, activation of IRF7 upon TLR9 activation rather leads to the production of type-I and -III interferon (IFN) which depend on numerous co-activators such as IRAK1, TRAF3, OPN, IKKα and PI3Kδ [10].

Bomac cells are often used but the responsiveness to CpG DNA and poly(I:C) has not been previously assessed using high throughput genomics techniques. To shed more light on the initial transcriptional response of an innate immune cell upon encounter with different PAMPs, we studied the influence of CpG DNA and poly(I:C) on a bovine MΦ cell line. Thus, the purpose of this study was to examine differential expression of genes in bovine macrophages under the influence TLR3 and TLR9 agonists in order to better understand the early phase of transcriptional changes induced by CpG DNA or poly(I:C) in the Bomac macrophage cell line. Our results show that poly(I:C) induces a transcriptional profile rather resembling an antiviral immune response, whereas CpG DNA induces a varied transcriptional profile with a highly marked function of free radical scavenging.

## Methods

### Cells

The Bomac cell line is a transformed bovine peritoneal macrophage cell line described by Stabel and Stabel [11]. The original Bomac cell line present in the laboratory of one of the authors [12] was found to be contaminated with bovine viral diarrhea virus (BVDV), probably present already in the original cell type. The cell line was subsequently cured of BVDV (Marti, S. and Schweizer, M., manuscript in preparation; [13], and maintained in IMDM supplemented with Glutamax, Hepes, 10% fetal calf serum, non-essential amino acids, MEM vitamins, penicillin and streptomycin, and 2-mercaptoethanol. The cured cell line used in these studies was obtained from Dr. Matthias Schweizer. Cells were cultured at 37 °C in 5% CO_2_ in the atmosphere and subcultured every two days. Additionally, the cells were tested for Mycoplasma contamination using the PlasmoTest™ Mycoplasma Detection Kit from Invivogen, and found to be negative (Additional file 1). Further, a conventional RT-PCR was performed to detect BVDV in the cured cells. We did not detect and BDVD sequences (Additional file 1).

#### Flow cytometry

Because the Bomac cells have been reported not to be a homogeneous population, and have lost certain functions, we sought to determine the phenotype of the cells that we were working with, by flow cytometry. Bomac cells were stained with anti-CD14 (cat. nr MCA2678GA), CD16 (cat. nr MCA5665GA), CD11b (cat. nr MCA1425F), CD172a (cat. nr MCA6079), CD44 (cat. nr MCA2433F), MHC II (cat. nr MCA2445PE) from BioRad, and CD40 (cat. nr ABIN2480301), CD68 (cat. nr ABIN2472322), CD71 (cat. nr ABIN2560526), CCR2 (ABIN2787667) from Antibodies Online. Another set of cells were stimulated with p(I:C) as described in the Cell stimulation section, and then similarly stained for flow cytometry. At least 100,000 events were acquired on a BD FACS Calibur flow cytometer, and later analyzed in FlowJo. A total of six determinations were performed and means compared using the descriptive statistical analysis tool in Microsoft Excel.

### Cell stimulation

Cells were first cultured in 6 well plates at a density of 10^4^ cells per well for 24 h at the time they reached confluence. The maintenance medium was then removed and replaced with medium containing CpG DNA or poly(I:C) at 10 μg/ml or 50 μg/ml, respectively. A separate culture plate was set with unstimulated cells to serve as control. We used the class B CpG oligonucleotide (ODN 2007) reactive with bovine TLR9, whereas the poly(I:C) was a low molecular weight synthetic analog of dsRNA specific for TLR3. Both reagents were obtained from InvivoGen (San Diego, USA). In order to analyze the early phase of transcriptomic changes, cells were incubated in the presence of PAMPs for only 6 h prior to RNA isolation. This time point was chosen based on ELISA assays measuring the earliest appearance of IL-1β, IL-6 and IFNβ protein in the supernatants following stimulation with CpG DNA or poly(I:C). For that purpose, Bomac cells, plated in 6-well plates, were stimulated with the individual PAMPs and incubated for 2, 4, 6, 8 and 12 h prior to collecting the cell culture supernatants and quantification of the cytokines by ELISA using reagents purchased from BioSource according to the manufacturers’ instructions. The first cytokines to be detected were IL-6 and IFNβ at 8 and 12 h post stimulation, whereas IL-1β protein was not detectable at time points earlier than 18 h (data not shown). Therefore, we selected 6 h as the earliest time point to track early transcriptomic changes in Bomac cells stimulated with PAMPs.

### RNA isolation

After the 6 h incubation period, the maintenance medium was removed from the wells containing stimulated cells followed by two washes with cold phosphate-buffered saline. Cells were lyzed with Qiazol directly in the wells and lysates were transferred to DNase/RNase free microfuge tubes for further processing. RNA isolation was carried out as described [14] and according to the manufacturers’ instructions. The Qiagen miRNeasy Mini kit was used for RNA isolation. RNA concentration was measured using the Implen NanoPhotometer (Implen GmbH, Munich, Germany). RNA integrity was monitored by agarose RNA electrophoresis (Additional file 2). RNA samples were dried in GenTegra-RNA tubes (GenTegra, USA) using a VentriVap DNA concentrator (Labconco, USA) for 55 min. at 25–27 °C and sent for sequencing. Each stimulation was repeated in three separate experiments and, thus, 9 RNA samples (control, CpG DNA-stimulated, poly(I:C)-stimulated cells) were submitted for RNASeq.

### mRNA - sequencing and analysis

The samples were sequenced at the Roy J. Carver Biotechnology Center at the University of Illinois, USA. Ribosomal RNA was removed with the Ribozero Human/mouse/rat kit (Illumina, USA). Strand-specific single-end libraries were prepared using the TruSeq Stranded mRNA-Seq Sample Prep kit (Illumina, USA). The libraries were quantitated by qPCR, pooled in equimolar amounts and sequenced on one lane of a HiSeq 4000 (Illumina; sequencing kit v 1), generating over 373 million 100 bp single-end reads. Fastq files were generated and demultiplexed per sample with the bcl2fastq v2.17.1.14 Conversion Software (Illumina), which also trims Illumina adapters from the reads and removes any resulting sequences shorter than 35 bp. All bases across the reads showed quality scores greater than Q30 (FASTQC v 0.11.2) and, thus, quality trimming was not performed. The *Bos taurus* UMD 3.1.1 reference genome was downloaded from NCBI along with Annotation release 105 gene models containing 35,315 Entrez Gene IDs. The gene models were converted from gff3 to gtf format using the rtracklayer package [15] (v 1.36.3) in R [16] (v 3.4.0) while extracting the Entrez Gene IDs to an attribute named “gene_id”. Reads were aligned to the genome using STAR (version 2.5.2b) [17] with parameters --sjdbGTFfeatureExon exon, −-sjdbGTFtagExonParentGene gene_id and --sjdbOverhang 99. Read counts per gene were generated using featureCounts [18] from the subread package [19] (v 1.5.0). The datasets generated for this study can be found in the NCBI, GEO accession number GSE106843.

The read counts were put into R [16] (v 3.4.0) for data pre-processing and statistical analysis using packages from Bioconductor [20] as indicated below. The samples had 23–36 million reads assigned to genes (Table 1), thus any gene without 0.5 Count Per Million (CPM) reads in at least 3 samples were filtered out. 13,740 genes passed this filter and were analyzed using edgeR [21] (v 3.18.1) in the quasi-likelihood pipeline [22, 23] that also accounted for the total library size for each sample and an extra TMM normalization factor [24] for any biases due to changes in total RNA composition of the samples. A one-way ANOVA test was employed from the model, along with pairwise comparisons between the two stimulation groups. Adjustment for multiple testing was done using the False Discovery Rate (FDR) method [25].

**Table 1:** Statistics of categorization and abundance of sequence reads generated from 9 cDNA libraries used for differential gene expression analysis

Sample Name	Assigned reads (millions)	Aligned reads (millions)	Unassigned Ambiguity	Unassigned Multi-mapping (millions)	Unassigned No-feature (millions)
1_Control_Expt1	30.8 (60.3%)	37.0 (84.7%)	31,750 (0.1%)	14.1 (27.6%)	6.1 (12%)
2_Control_Expt2	36.3 (58.4%)	43.2 (83.4%)	37,638 (0.1%)	18.9 (30.5%)	6.8 (11%)
3_Control_Expt3	33.2 (57.8%)	39.2 (82.6%)	34,731 (0.1%)	18.6 (31.7%)	6.0 (10.5%)
4_pI_C_Expt1	24.5 (57.4%)	29.1 (83.0%)	42,708 (0.1%)	13.5 (31.8%)	4.6 (10.7%)
5_pI_C_Expt2	29.2 (62.3%)	34.4 (85.8%)	52,978 (0.1%)	12.5 (26.7%)	5.1 (10.9%)
6_pI_C_Expt3	23.0 (59.3%)	27.4 (83.9%)	41,625 (0.1%)	11.5 (29.5%)	4.3 (11.1%)
7_CpG_Expt1	27.4 (58.0%)	32.9 (83.9%)	27,411 (0.1%)	14.3 (30.3%)	5.5 (11.6%)
8_CpG_Expt2	24.8 (55.9%)	29.8 (81.7%)	25,395 (0.1%)	14.5 (32.7%)	5.0 (11.3%)
9_CpG_Expt3	27.3 (37.8%)	32.8 (69.6%)	27,623 (0.0%)	39.4 (54.6%)	5.4 (7.5%)

Gene Ontology terms for the *B. taurus* genes were analyzed from Bioconductor’s org.Bt.eg.db (v 3.4.1) database while the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mappings were performed directly from KEGG (http://www.genome.jp/kegg/) on July 12, 2017 using Bioconductor’s KEGGREST package (v 1.16.0). Overrepresentation testing for GO and KEGG terms was done using the goana() and kegga() functions from edgeR [21], which correct for any trends due to expression level [26]. Separate tests were done for the up- and downregulated genes for each of the three pairwise comparisons between stimulation groups. Comparison of GO terms’ raw *p*-values between all gene sets from all pairwise comparisons was done using heat maps of –log10 (*p*-values) made separately for biological processes (BP), molecular functions (MF) and cellular components (CC) categories using terms with raw *p*-values <1e-5 in any comparison for BP and < 1e-4 for MF and CC, due to their having fewer terms. A similar heat map was made for KEGG terms with raw *p*-values <1e-5 in any comparison, and also pathway maps showing both up- and downregulated genes were made for each pairwise comparison for any pathway with either up or downregulation with a *p*-value <1e-3 using the pathview package [27] (v 1.16.1), (data not shown).

## Results

### Flow cytometry

Figure 1 shows the mean fluorescence results from a single colour staining of Bomac cells with antibodies against several surface markers of bovine macrophages. These results largely confirm what others [12] have already shown, with the exception of CD16. We observed expression of CD16, CD172a, CD40 and CD44. Only CD16 and CD40 (*p* ≤ 0.05) were upregulated following stimulation of the cells with p(I:C). Additionally, we scrutinized the phagocytic function of Bomac. As shown in Additional file 1, the Bomac can phogocytose *Staphylococcus aureus* labelled with FITC, albeit at very low level compared to freshly isolated bovine monocytes. However, the capability to phagocytose is not homogeneous, as majority of the cells did not engulf bacteria.

**Fig. 1:**
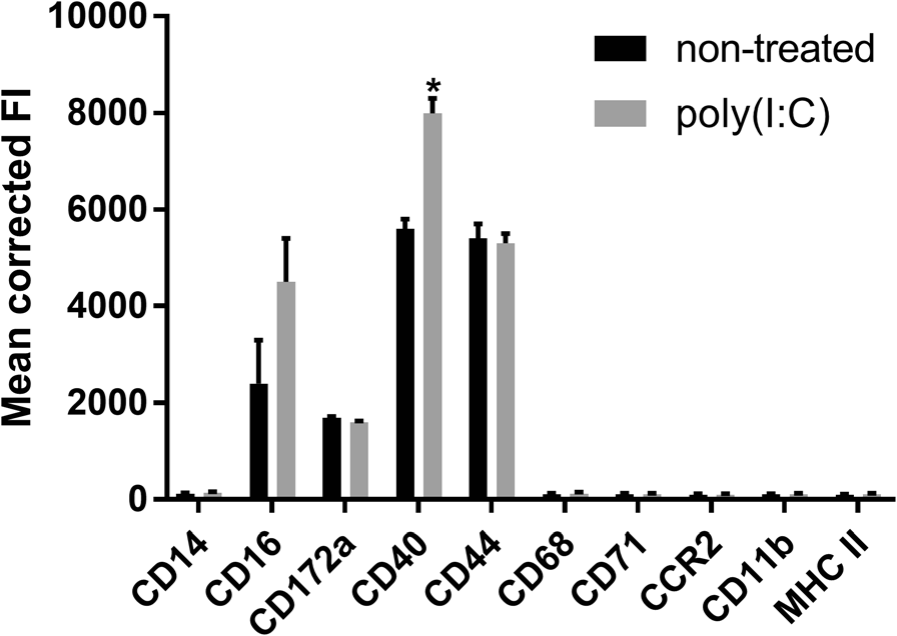
Flow cytometric analysis of Bomac cells. Bomac cells were labeled with antibodies against CD14, CD16, CD11b, CD172a, CD44, MHC II, CD40, CD68, CD71, CCR2 and using single color staining. Another set of cells were stimulated with p(I:C) as described in Material and Methods, and then similarly stained for flow cytometry. At least 100,000 events were acquired in FACS Calibur flow cytometer and analyzed in FlowJo software. Results are shown as mean fluorescence intensity (MFI). Six separate stainings for each group of cells were performed. * = *p* ≤ 0.05

### Categorization and abundance of cDNA

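Bomac is an established line of bovine macrophages (MΦs). RNA was sequenced from unstimulated Bomac cells, from cells stimulated with CpG DNA and from cells stimulated with poly(I:C), each for 6 h, with 3 replicates per group and 9 libraries in total. CpG DNA is a synthetic DNA rich in unmethylated CpG motifs, and poly(I:C) is a synthetic double-stranded RNA. The paper's methods give doses of 10 μg/ml for CpG DNA and 50 μg/ml for poly(I:C). Its supplementary legend on RNA integrity and the sample labels give 50 μg/ml for CpG DNA and 10 μg/ml for poly(I:C). The authors depleted ribosomal RNA, prepared strand-specific single-end libraries, aligned the reads with STAR to the bovine assembly UMD 3.1.1 and counted them over the exons of each gene with featureCounts 1.5.0. The deposited values are these raw counts, which list 30314 genes by Entrez ID. The reads counted per library were 30789036, 36282329 and 33151657 in the controls. They were 27395933, 24753698 and 27294458 with CpG DNA, and 24465729, 29188739 and 23020669 with poly(I:C). At these depths, 10 reads on a gene correspond to 0.28 to 0.43 CPM, the counts of a gene scaled to the size of its library. The 10 most abundant genes took 6.3% to 7.7% of the counts of a library. Genes with at least 0.5 CPM in at least 3 libraries were kept, which left 13388 genes, and the libraries were scaled by edgeR's TMM method, with factors from 0.96 to 1.02. One quasi-likelihood model of edgeR over all 9 libraries gave the test of the 3 groups and the pairwise comparisons, with Benjamini-Hochberg adjustment (FDR p-values). Replicates of one group differed by more than sampling noise, with a chi-square per gene of 5.7 to 36.6 between pairs, and each was counted as a separate sample. Their log2 CPM values had a Pearson correlation of 0.990 to 0.996 across genes, which are not independent replicates. The replicate numbers of the labels were also tested as a pairing between groups. Samples with the same number had a mean correlation of their deviations from the group means of -0.038, against 0.019 for different numbers (exact permutation test over 36 arrangements, p = 0.94, where the smallest possible p is 0.028). The paper numbers its libraries by 3 separate experiments, and its account of the edgeR model mentions no block for them. The main model has none either, and the counts with the block are given beside it.

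**Figure D1:**
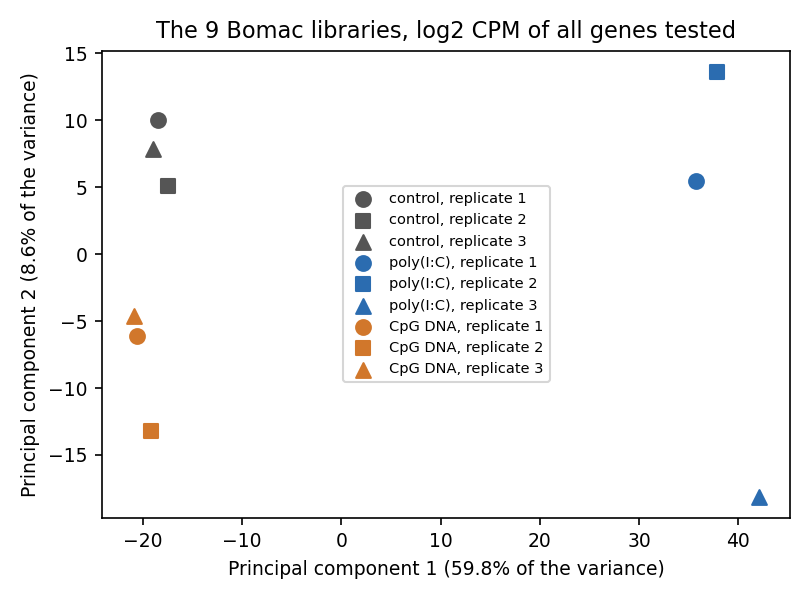
Principal components 1 (x axis, 59.8% of the variance) and 2 (y axis, 8.6% of the variance) of the log2 CPM values of 13388 genes in the 9 libraries, with colours for the groups and marker shapes for the replicates. The poly(I:C) libraries lie between 35.7 and 42.1 on component 1, and the control and CpG DNA libraries between -20.9 and -17.5.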

The statistics of categorization and abundance of sequence reads generated from 9 cDNA libraries used for differential gene expression analysis are shown in Table 1. A one-way ANOVA analysis revealed differences between the 2 test groups. 2245 genes out of 13,740 expressed in the data set had FDR *p*-values ≤0.05 (Fig. 2). 

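The test of the 3 groups (2 degrees of freedom, edgeR's quasi-likelihood F-test) covered 13388 genes, and 2267 of them, 16.9%, had an FDR p-value of at most 0.05. Of these genes, 2218 also passed in at least 1 pairwise comparison. Mean expression was highest with poly(I:C) for 1162 of the genes, with CpG DNA for 678 and in the controls for 427. With the replicate number as a block, 1652 genes passed, and the check of that pairing gave a difference in correlation of -0.057 (exact permutation test, p = 0.94). The threshold moved the number most, to 1113 genes at an FDR p-value of at most 0.01. From this test the paper concludes that expression differed between the groups.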

The hierarchical clustering dendrogram of Euclidian distances between the genes (rows) was cut at height = 4, resulting in ten clusters. 

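The log2 CPM values of the 2267 genes were scaled to mean 0 and SD 1 per gene and clustered by Euclidean distance. Cut at height 4, the tree with complete linkage gave 11 clusters. The number depended on the linkage, with 2 clusters for average linkage and 93 for Ward linkage, both tried after the files had been seen. It was not computed under the other alternatives. The largest cluster held 463 genes, with a mean scaled expression of -0.24 in controls, -0.82 with CpG DNA and 1.07 with poly(I:C). Another, of 388 genes, was low in controls (-0.70) and with CpG DNA (-0.53) and high with poly(I:C) (1.23). A cluster of 275 genes was highest with CpG DNA (1.09, against -0.80 in controls and -0.29 with poly(I:C)). A tree of the 9 samples on the same genes, cut into 3 branches, placed the replicates of each group together. These genes were chosen for differing between the groups, but a tree on all genes tested did the same.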

In comparison to control experiments, the number of genes with pairwise FDR *p ≤* 0.05 for CpG DNA-stimulated cells was 210 downregulated and 347 upregulated. 

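With CpG DNA against control, 332 genes were upregulated and 232 were downregulated at an FDR p-value of at most 0.05. Most of the changes were small. The median log2 fold change was 0.39 among the upregulated genes and -0.30 among the downregulated genes. Only 16 upregulated and 10 downregulated genes changed by at least 1 on the log2 scale. The model with the replicate block left 240 upregulated and 138 downregulated genes. Leaving out each library in turn gave 159 to 385 upregulated and 88 to 254 downregulated genes. The requirement of a 1.5-fold change lowered the numbers most, to 59 and 28.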

In poly(I:C)-stimulated cells 414 genes were downregulated while 761 were upregulated. 

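Poly(I:C) upregulated 769 genes and downregulated 384 against control at the same threshold. Upregulated genes had a median log2 fold change of 0.44, but 59 of them rose more than 10-fold. With CpG DNA, no gene past the threshold changed 10-fold. The downregulated genes had a median of -0.38, and 23 of them fell by at least 1 on the log2 scale. A replicate block in the model reduced the numbers to 616 and 275. Scaling by library size alone, without TMM factors, changed the balance of directions, with 568 genes upregulated and 878 downregulated. Across the fits without 1 library, 496 to 948 genes were upregulated and 184 to 442 downregulated. A 1.5-fold change as an added requirement lowered the numbers most, to 293 and 75.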

When the 2 treatment groups were compared, 911 genes were found to be downregulated whereas 1240 genes were upregulated (Fig. 3). 

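Between the 2 treatments, 1337 genes were higher with poly(I:C) and 840 were higher with CpG DNA at an FDR p-value of at most 0.05. The median log2 fold change was 0.31 among the former and -0.35 among the latter. Of all these genes, 1182 did not pass the threshold against control with either treatment. The replicate block lowered the numbers to 1028 and 594. With library size in place of TMM scaling, 814 genes were higher with poly(I:C) and 1366 with CpG DNA. The largest effect of any choice came from a 1.5-fold cut-off, which left 295 and 134.

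**Figure D2:**
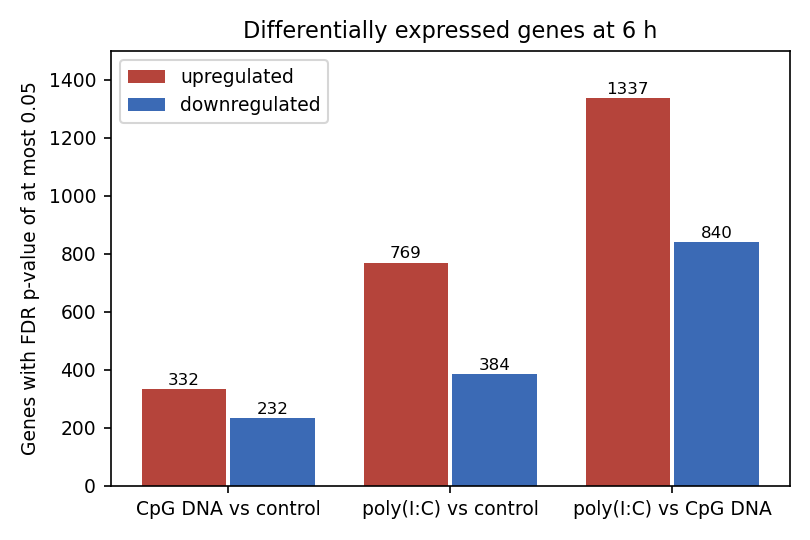
Number of genes with an FDR p-value of at most 0.05 (y axis) that were upregulated or downregulated in each of the 3 pairwise comparisons (x axis). The bars for poly(I:C) vs CpG DNA (1337 and 840) are taller than those for CpG DNA vs control (332 and 232) and poly(I:C) vs control (769 and 384).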

Tables 2 and 3 show the top 10 upregulated and downregulated genes at 6 h post stimulation in both CpG DNA vs control and poly(I:C) vs control ranked by fold-change.

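Of the 19 genes listed in Table 2, 18 passed the filter on low counts, and all 18 had an FDR p-value of at most 0.05 in the listed direction. Table 2 labels Entrez ID 281983 as PLAU but describes the receptor. Additional file 5 pairs this ID with PLAUR, and it is treated as PLAUR here. SLC26A10 did not reach 0.5 CPM in 3 libraries, with 12 reads in the controls and 43 with CpG DNA over the 3 replicates, and was not tested. Log2 fold changes of the tested genes ran from 0.78 to 2.40 for upregulated and from -1.51 to -0.96 for downregulated genes. Their largest FDR p-value was 0.035. All 20 genes of Table 3 passed in the listed direction, with log2 fold changes from 9.66 to 11.91 among the upregulated genes and from -1.93 to -1.16 among the downregulated ones, and a largest FDR p-value of 0.043. In every one of these genes tested, all 3 stimulated replicates lay on the same side of all 3 controls. The paper chose them for their changes in these same libraries. A single gene compared between 3 and 3 replicates cannot give an exact permutation p below 0.1, so the FDR p-values rest on edgeR's model across genes. A prior count of 2 in place of edgeR's default moved the fold changes most, from 11.91 to 7.92 on the log2 scale for TNFSF10, which had no read in the controls. With the replicate block, 4 of the listed genes did not pass, namely TNFSF18 (FDR p-value 0.051), LY6G5B (FDR p-value 0.061), TMEM52 (FDR p-value 0.072) and WASF3 (0.052). TMEM52 also did not pass with DESeq2, without the filter or with only the compared groups, and WASF3 not with only the compared groups. When each library was left out in turn, TMEM52 lost the threshold in 7 of 9 fits, WASF3 and LY6G5B in 5 each, and 8 further genes in 1 to 3.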

**Fig. 2:**
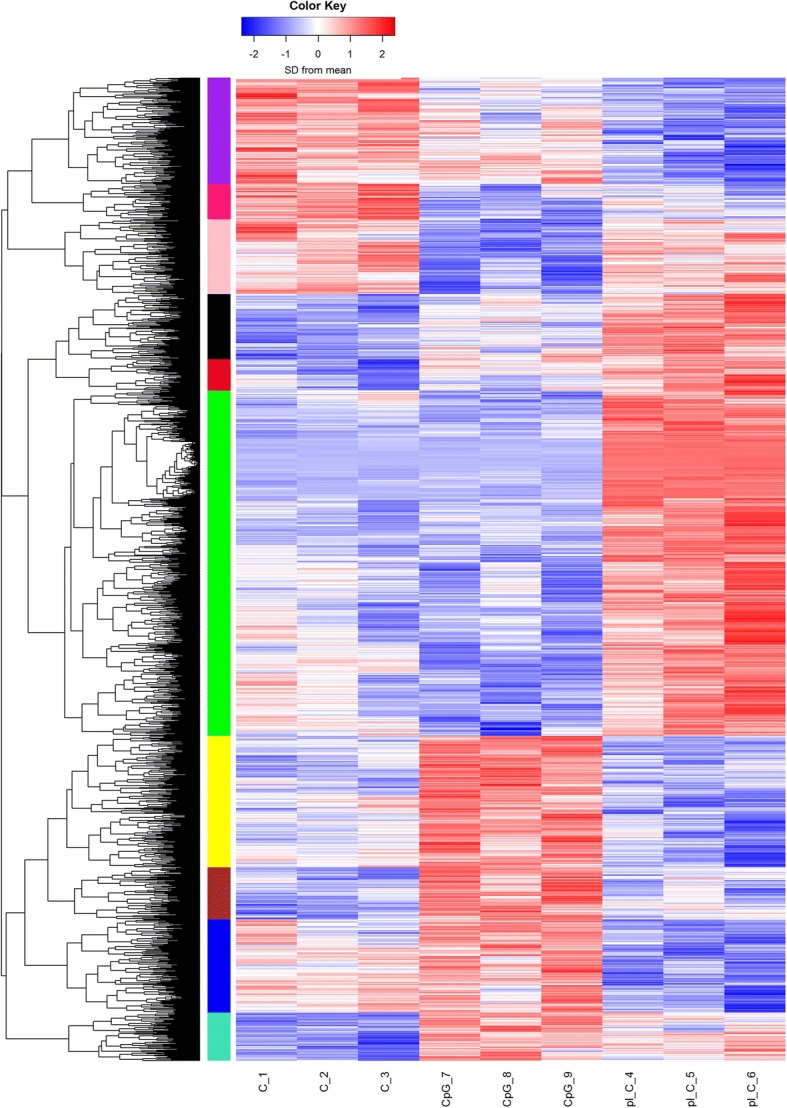
RNASeq Heat map representing 2245 genes differentially expressed in the Bomac cell line responding to stimulation with CpG DNA or poly(I:C). C_1, C_2 and C_3 are control experiments repeated three times. pI:C_4, pI:C_5 and pI:C_6 are Bomac cells stimulated with poly(I:C). CpG DNA_7, CpG DNA_8 and CpG DNA_9 Bomac cells stimulated with CpG DNA. All cells were incubated for 6 h, with each stimulation performed in three separate experiments

**Fig. 3:**
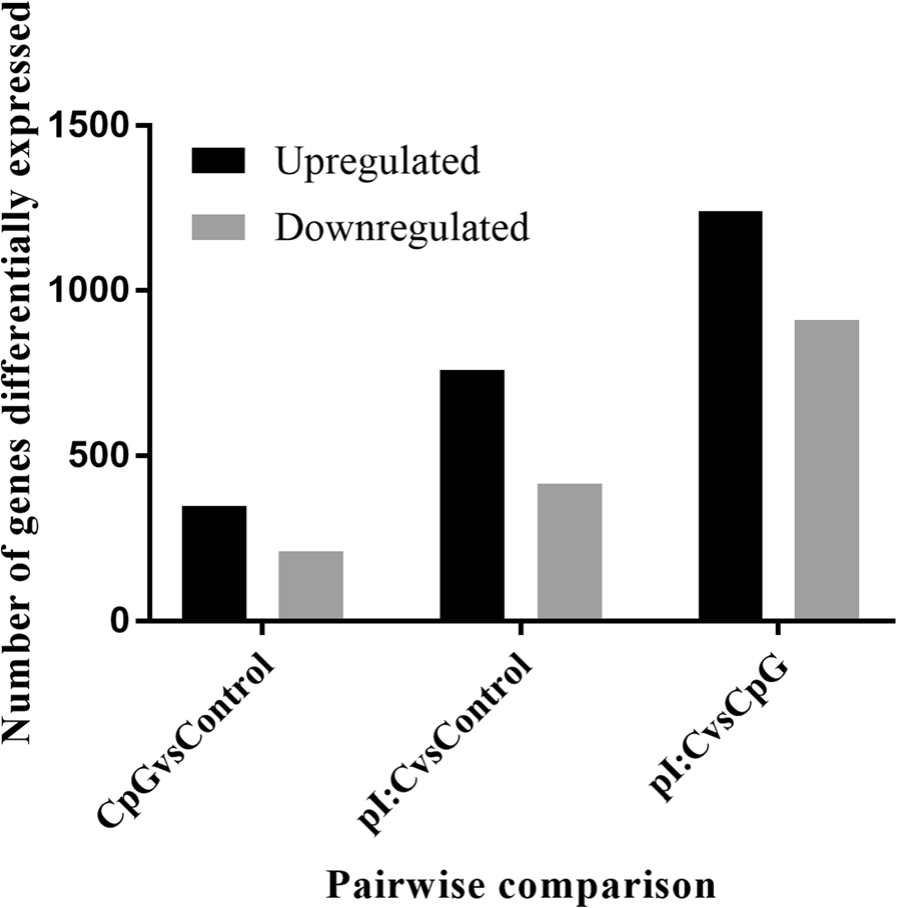
Pairwise comparison of differentially expressed genes in Bomac cells stimulated with CpG DNA or poly(I:C). The compared treatment groups are CpG DNA vs control, poly(I:C) vs control, and poly(I:C) vs CpG DNA

**Table 2:** Ranking of the top 10 upregulated and downregulated differentially expressed genes in the CpG DNA dataset. Ranking based on fold change

Gene	ID	Name	Fold change	*p* value	FDR
A					
TNFSF18	768,081	tumor necrosis factor superfamily member 18	5.3	6.9 × 10^−4^	2.4 × 10^− 2^
Slc26a10	506,076	solute carrier family 26 member 10	4.3	1.2 × 10^−3^	3.5 × 10^− 2^
NR4A1	528,390	nuclear receptor subfamily 4 group A member 1, transcript variant X3	3.1	9.7 × 10^−5^	6.2 × 10^− 3^
IGFLR1	617,594	IGF like family receptor 1	3.1	6.6 × 10^−5^	4.7 × 10^−3^
GSDMB	509,296	gasdermin B	2.5	6.4 × 10^−5^	4.6 × 10^−3^
LBH	616,148	limb bud and heart development	2.2	6.7 × 10^−14^	4.6 × 10^− 10^
LY6G5B	539,236	lymphocyte antigen 6 complex, locus G5B	2.2	1.4 × 10^−3^	3.9 × 10^− 2^
MYOZ2	540,487	myozenin 2, transcript variant X1	2.7	4.01 × 10^−5^	3.5 × 10^−3^
RRAD	505,165	Ras-related associated with diabetes	2.0	5.8 × 10^−5^	4.3 × 10^−3^
PLAU	281,983	plasminogen activator, urokinase receptor	1.7	4.6 × 10^−8^	2.1 × 10^−5^
B					
CYP1A1	282,870	cytochrome P450, subfamily I (aromatic compound-inducible), polypeptide 1, transcript variant X2	−2.8	4.3 × 10^−10^	6.6 × 10^−7^
CYP1B1	511,470	cytochrome P450, family 1, subfamily B, polypeptide 1	−2.4	2.0 × 10^− 10^	4.0 × 10^−7^
ID1	497,011	inhibitor of DNA binding 1, dominant negative helix-loop-helix protein	−2.4	3.5 × 10^− 16^	4.9 × 10^− 12^
GPR35	505,056	G protein-coupled receptor 35, transcript variant X7	− 2.4	2.4 × 10^−4^	1.2 × 10^− 2^
SLC25A34	515,553	solute carrier family 25 member 34	− 2.3	2.3 × 10^−5^	2.4 × 10^− 3^
EDN2	319,094	endothelin 2, transcript variant X1	− 2.1	3.4 × 10^−8^	1.7 × 10^−5^
ATOH8	616,225	atonal bHLH transcription factor 8, transcript variant X1	−2.1	5.1 × 10^− 9^	4.4 × 10^− 6^
ID3	538,690	inhibitor of DNA binding 3, dominant negative helix-loop-helix protein	−2.0	1.2 × 10^− 12^	5.8 × 10^− 9^
BDKRB1	532,119	bradykinin receptor B1	−1.9	1.1 × 10^−4^	6.7 × 10^− 3^

(A) upregulated, (B**)** downregulated. Data were analyzed in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

**Table 3:** Ranking of the top 10 upregulated and downregulated differentially expressed genes in the poly(I:C) dataset. Ranking based on fold change

Gene	ID	Name	Fold change	*p* value	FDR
A					
TNFSF10	507,215	tumor necrosis factor superfamily member 10, transcript variant X1	3838.1	1.5 × 10^−17^	4.1 × 10^− 15^
IFIT2	527,528	interferon induced protein with tetratricopeptide repeats 2	2354.2	7.8 × 10^− 16^	1.5 × 10^− 13^
RSAD2	506,415	radical S-adenosyl methionine domain containing 2	2258.9	1.9 × 10^−28^	5.2 × 10^− 25^
IFI44L	508,347	interferon induced protein 44 like	2010.7	2.8 × 10^−15^	4.8 × 10^− 13^
OAS1^a^	347,699	2′,5′-oligoadenylate synthetase 1, 40/46 kDa	1591.7	9.7 × 10^− 23^	5.3 × 10^− 20^
IFI44	508,348	interferon induced protein 44, transcript variant X1	1254.3	1.8 × 10^− 13^	2.6 × 10^− 11^
ISG15	281,871	ISG15 ubiquitin-like modifier	1033.6	4.9 × 10^−30^	1.6 × 10^−26^
MX1	280,872	MX dynamin-like GTPase 1, transcript variant X2	967.8	1.8 × 10^−27^	3.6 × 10^− 24^
MX2	280,873	MX dynamin-like GTPase 2, transcript variant X1	895.4	4.0 × 10^− 20^	1.4 × 10^−17^
OAS2	529,660	2′-5′-oligoadenylate synthetase 2	807.5	8.7 × 10^− 12^	9.9 × 10^− 10^
B					
CYP1A1	282,870	cytochrome P450, subfamily I (aromatic compound-inducible), polypeptide 1, transcript variant X2	−3.8	8.1 × 10^− 12^	9.3 × 10^− 10^
EXOC3L2	539,328	exocyst complex component 3-like 2	− 3.7	1.2 × 10^− 4^	3.3 × 10^− 3^
USH1G	531,104	Usher syndrome 1G (autosomal recessive)	− 3.3	1.3 × 10^− 3^	2.1 × 10^− 2^
CYP26B1	540,868	cytochrome P450, family 26, subfamily B, polypeptide 1	− 3.1	1.9 × 10^− 3^	2.8 × 10^− 2^
SMIM17	100,849,034	small integral membrane protein 17, transcript variant X4	− 2.9	1.5 × 10^− 3^	2.3 × 10^− 2^
DAAM2	783,665	dishevelled associated activator of morphogenesis 2, transcript variant X1	− 2.8	1.1 × 10^− 3^	1.9 × 10^− 2^
TMEM52	617,403	transmembrane protein 52	− 2.7	3.5 × 10^− 3^	4.4 × 10^− 2^
CYP1B1	511,470	cytochrome P450, family 1, subfamily B, polypeptide 1	− 2.6	6.8 × 10^− 11^	6.9 × 10^− 9^
WASF3	540,674	WAS protein family member 3, transcript variant X4	−2.3	2.7 × 10^− 3^	3.1 × 10^− 2^
ATOH8	616,225	atonal bHLH transcription factor 8, transcript variant X1	− 2.2	9.5 × 10^− 10^	8.2 × 10^− 8^

(A) upregulated, (B) downregulated. Data were analyzed in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

### Functional characterization of differentially expressed genes

#### KEGG pathways

There are 312 different KEGG pathways, of which 82 were highly overrepresented (raw *p*-value <1e-6) in at least 1 of the 3 pairwise gene sets (6 in total). Figure 4 shows a heat map comparing the 6 gene sets across these 82 pathways. 

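Across the 13388 genes, the log2 fold changes of poly(I:C) vs control and of poly(I:C) vs CpG DNA had a Pearson correlation of 0.92 (Spearman 0.65). These comparisons share the poly(I:C) libraries, and genes are not independent replicates. The log2 fold changes of CpG DNA vs control and poly(I:C) vs control, which share the control libraries, had a correlation of 0.12 (Spearman 0.24). Of the 769 genes upregulated by poly(I:C) against control, 552 were also higher with poly(I:C) than with CpG DNA. Of the 384 downregulated genes, 160 were also lower than with CpG DNA. The number of genes of poly(I:C) vs CpG DNA depended most on an added 1.5-fold cut-off, which left 295 higher and 134 lower. The KEGG test itself was not repeated, because most symbols of the pathway lists carry no gene ID in the files analysed here. From the similar pathways of both poly(I:C) comparisons, the paper concludes that poly(I:C) induces a transcriptional profile very different from that of CpG DNA.

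**Figure D3:**
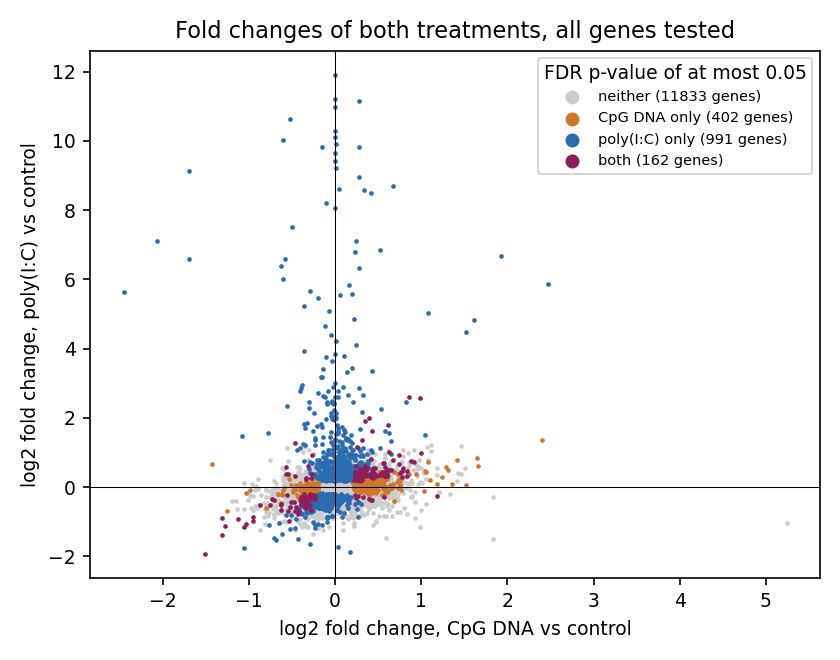
Log2 fold change of CpG DNA vs control (x axis) against that of poly(I:C) vs control (y axis) for each of the 13388 genes, coloured by which treatment had an FDR p-value of at most 0.05. Poly(I:C) changes reach 11.9 on the y axis, mostly in genes near 0 on the x axis, while 162 genes passed with both treatments.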

Both poly(I:C) vs Con and poly(I:C) vs CpG DNA show similar up and downregulated pathways, indicating that poly(I:C) treatment induces a very different transcriptional profile in Bomac cells at 6 h post-stimulation than CpG DNA. In Table 4 (see also Additional file 3**)** an expansion is made on these data to show the top 5 KEGG pathways in each data set and the top 5 immune related pathways. In CpG DNA-stimulated cells, the pathways included axon guidance, focal adhesion, and protein digestion and absorption. Among immune related pathways, *PI3K-Akt signalling* and *Cytokine-cytokine receptor signalling* were overrepresented (Table 4Ab). Poly(I:C) stimulation induced upregulation of a number of genes in many different pathways. Upregulated pathways included various disease and immune-related pathways while various signalling pathways were downregulated. Among the highly represented ones were the *NOD-like receptor signaling pathway* (39 genes), *RIG-I-like receptor signaling pathway* (22 genes), and all pathways indicating activation of mechanisms associated with response to viral pathogens. 

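Of the genes that Additional file 3 lists, 9 of 39 in the NOD-like receptor signaling pathway had a symbol paired with a gene ID. For the RIG-I-like receptor signaling pathway, 6 of 19 did. Names made of LOC and a number, such as LOC507055 and LOC512486, were not matched to the ID in the name. All of the matched genes were upregulated by poly(I:C) at an FDR p-value of at most 0.05. The lists hold genes the paper found upregulated in these same libraries, so this tally is no independent test of the pathways. Log2 fold changes ran from 0.72 (RIPK2) to 9.66 (OAS2) in the NOD-like list. In the RIG-I-like list they ran from 2.62 (IRF7) to 10.02 (ISG15). The cytosolic RNA sensors of the RIG-I-like pathway rose in every replicate. DDX58 went from 25.4 ± 1.3 CPM in controls (SD, n = 3) to 475 ± 19 CPM, and IFIH1 from 2.92 ± 0.66 to 148 ± 2 CPM. DHX58 had a log2 fold change of 5.55 (SE 0.12, FDR p-value 1.3e-20). With CpG DNA none of these genes passed the threshold. The prior count moved OAS2 most among them, to a log2 fold change of 5.69 with a prior count of 2. The paper takes the representation of these pathways as activation of mechanisms of the response to viral pathogens.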

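Among the genes listed as upregulated in Additional file 3, some were matched to a gene ID in the same way. These were 11 of 42 in herpes simplex infection, 13 of 35 in influenza A and 10 of 26 in measles. Each of them was upregulated by poly(I:C), with a largest FDR p-value of 2.5e-05 in the herpes simplex list and 1.5e-09 in the other lists. Being listed as upregulated in the same libraries, they had to show this direction. The median log2 fold change was 2.62 for herpes simplex infection, 5.68 for influenza A and 4.95 for measles. STAT2, IRF7, DDX58, IFIH1, IRF9 and OAS2 are common to the 3 lists. IRF9 rose from 3.01 ± 0.38 CPM in controls to 173 ± 6 CPM with poly(I:C) (SD, n = 3), a log2 fold change of 5.84 (SE 0.09, FDR p-value 3.7e-23). The value most open to processing was that of TNFSF10 in the influenza A and measles lists, which went from 11.91 to 7.92 with a prior count of 2.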

An example of this can be observed in the three viral pathways, herpes simplex, influenza, and measles virus infection (Table 4Ba). Comparison of CpG DNA and poly(I:C) stimulations showed marked domination of pathways related to response to infection, induced by poly(I:C) stimulation (data not shown).

**Fig. 4:**
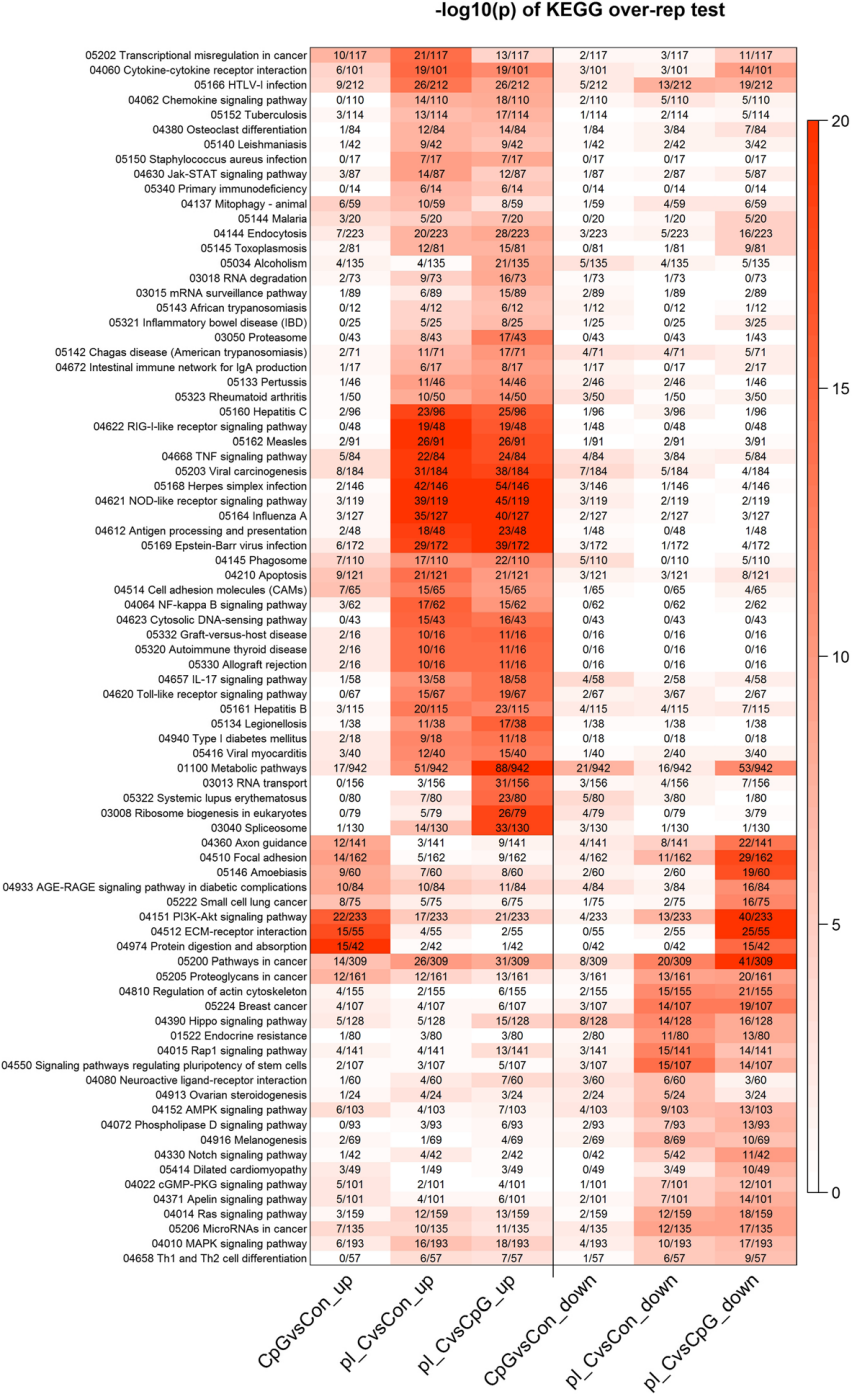
Representation of KEGG pathways. Each pathway is a row and each gene set is a column. The red color intensity shows the –log10 (raw *p*-value), i.e., a value of 6 = 1e-6. As the traditional FDR correction is not appropriate for KEGG or GO testing, we used an extremely low raw *p-*value to focus on the most highly significant pathways or terms. The numbers in the boxes show the number of genes in the pathway that are significantly up or downregulated, divided by the total number of genes in the pathway. CpG DNAvsCon_up = upregulated genes in the CpG DNA vs control comparison; pI_CvsCon_up = upregulated genes in the poly(I:C) vs control comparison; pI_CvsCpG DNA_up = upregulated genes in the poly(I:C) vs CpG DNA comparison; CpG DNAvsCon_down = downregulated genes in the CpG DNA vs control comparison; pI_CvsCon_down = downregulated genes in the poly(I:C) vs control comparison; pI_CvsCpG DNA_down = downregulated genes in the poly(I:C) vs CpG DNA comparison

**Table 4:** Kyoto Encyclopedia of Genes and Genomes pathways generated from CpG DNA or poly(I:C)-stimulated Bomac cells tested at 6 h post stimulation vs control cells

A	KEGG ID	Pathway	N^a^	↑^b^	*p*-value	↓^c^	*p*-value
a	path:bta04974	Protein digestion and absorption	42	15	1.2 × 10^− 20^	0	1
	path:bta04512	ECM-receptor interaction	55	15	5.5 × 10^−18^	0	1
	path:bta04151	PI3K-Akt signaling pathway	233	22	1.3 × 10^−16^	4	4.3 × 10^−2^
	path:bta04510	Focal adhesion	162	14	5.5 × 10^−10^	4	1.8 × 10^−2^
	path:bta04360	Axon guidance	141	12	3.2 × 10^−09^	4	7.4 × 10^−3^
b	path:bta04151	PI3K-Akt signaling pathway	233	22	1.3 × 10^−16^	4	4.3 × 10^−2^
	path:bta04514	Cell adhesion molecules (CAMs)	65	7	7.2 × 10^−07^	1	2.7 × 10^−1^
	path:bta04210	Apoptosis	121	9	1.4 × 10^−06^	3	3.2 × 10^−2^
	path:bta03320	PPAR signaling pathway	44	6	1.7 × 10^−06^	1	2.1 × 10^−1^
	path:bta04060	Cytokine-cytokine receptor interaction	101	6	5.6 × 10^−05^	3	8.7 × 10^−3^
B							
a	path:bta04621	NOD-like receptor signaling pathway	119	39	3.9 × 10^−38^	2	2.4 × 10^−1^
	path:bta05168	Herpes simplex infection	146	42	4.9 × 10^−38^	1	6.9 × 10^−1^
	path:bta05164	Influenza A	127	35	6.0 × 10^−31^	2	2.8 × 10^−1^
	path:bta05162	Measles	91	26	2.8 × 10^−23^	2	1.8 × 10^−1^
	path:bta04622	RIG-I-like receptor signaling pathway	48	19	1.6 × 10^−20^	0	1
b	path:bta04621	NOD-like receptor signaling pathway	119	39	3.9 × 10^−38^	2	2.4 × 10^−1^
	path:bta04622	RIG-I-like receptor signaling pathway	48	19	1.6 × 10^−20^	0	1
	path:bta04668	TNF signaling pathway	84	22	1.1 × 10^− 19^	3	2.8 × 10^−2^
	path:bta04612	Antigen processing and presentation	48	18	2.4 × 10^− 19^	0	1
	path:bta04064	NF-kappa B signaling pathway	62	17	5.4 × 10^−16^	0	1

^a^number of genes in the pathway; ^b^number of genes up-regulated in the pathway; ^c^number of genes down-regulated in the pathway

(A) CpG DNA, (B) poly(I:C). (Aa and Ba) Represent top 5 pathways in CpG DNA and poly(I:C) datasets respectively; (Ab and Bb) represent top 5 pathways of immune related genes in the datasets. Gene names in each pathway are shown in the Additional file 3

#### Gene ontology

Gene ontology (GO) analysis was applied to these data to gain insight into the represented gene categories among the differentially expressed genes. Overall, 9490 terms were identified in the BP, 2629 terms in MF and 1273 terms in CC. A stringent raw *p* < 1e-5 was applied across the 6 gene sets, which reduced the number of terms to 76 BP terms, 13 MF terms and 11 CC terms. Due to a high number of GO terms in BP satisfying the condition raw *p* < 1e-5, the Panther functional classification tool was used to show only the main categories of GO terms. Figure 5 shows a pie chart representation of the Panther GO-Slim Bioprocess. In the bioprocesses, mainly cellular and metabolic processes were highly represented in all three pairwise comparisons. Immune system process upregulated genes represented 8.7, 4.4 and 4.6% of DE genes in CpG DNA-stimulated cells vs control, poly(I:C)-stimulated cells vs control and poly(I:C)-stimulated vs CpG DNA-stimulated cells, respectively. Downregulated immune system processes represented 4.8, 4.5 and 3.3% of DE in CpG DNA-stimulated cells vs control, poly(I:C)-stimulated cells vs control and poly(I:C)-stimulated vs CpG DNA-stimulated cells, respectively. The 13 MF and 11 CC terms are shown in Fig. 6a and b together with the number of genes involved. Additional file 4 further provides the statistics and gene identities found in the GO terms. Highly represented GO MF terms in poly(I:C) vs control and poly(I:C) vs CpG DNA comparisons included terms such as *G-protein coupled receptor binding*; *chemokine activity*; *chemokine receptor binding* and *CXCR chemokine receptor binding*. Additionally, in the poly(I:C) vs CpG DNA comparison, *nucleic acid binding* and *RNA binding* were highly represented. GO CC terms were represented mainly by *extracellular matrix component* genes in CpG DNA vs control and poly(I:C) vs CpG DNA comparisons both in upregulation and downregulation, respectively.

**Fig. 5:**
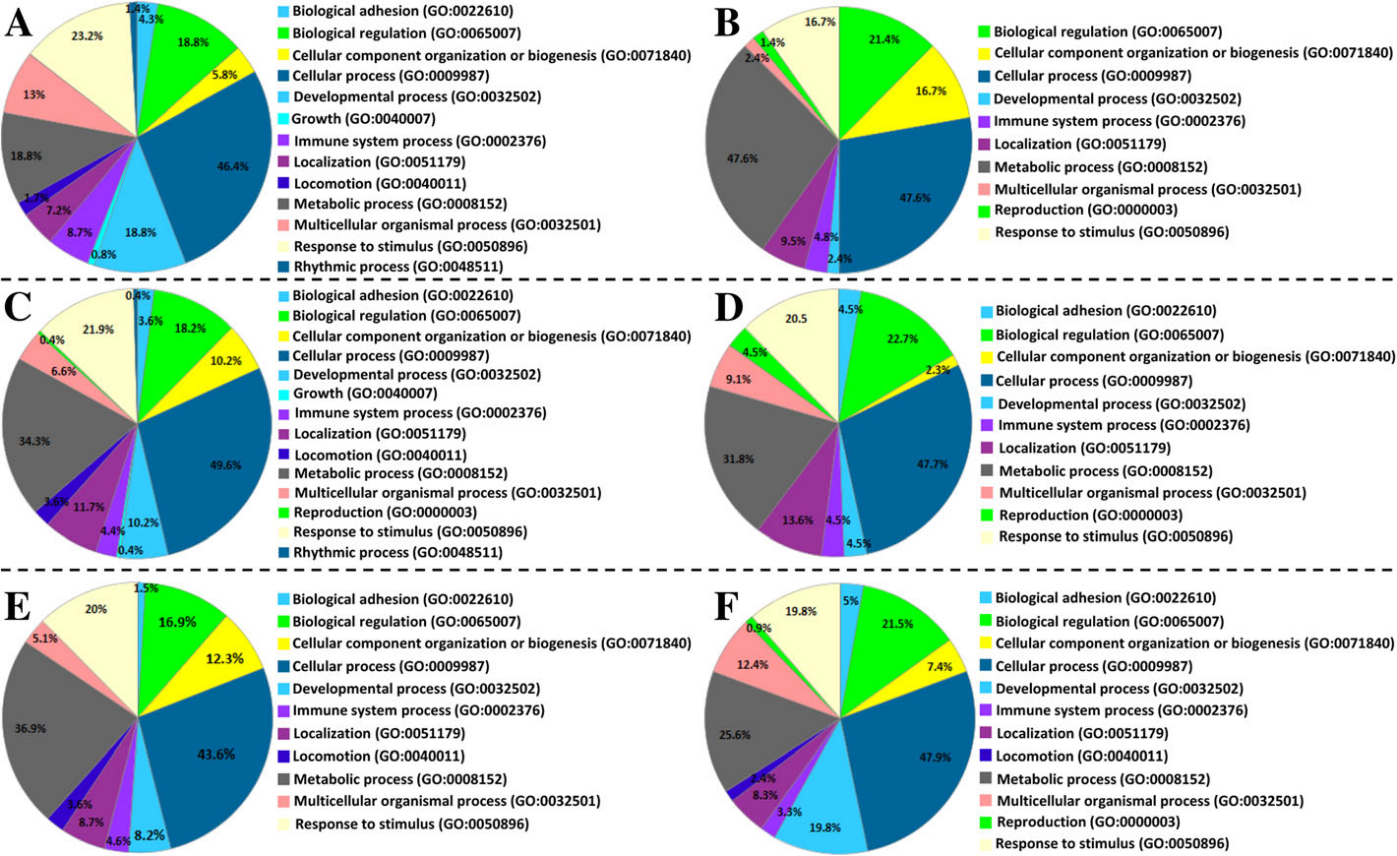
Gene ontology plotted by PANTHER (http://www.pantherdb.org/) showing biological processes for (**a**) CpG DNA vs Control upregulated genes; **b** CpG DNA vs Control downregulated genes; **c** poly(I:C) vs Control Upregulated genes; **d** poly(I:C) vs Control downregulated genes; **e** poly(I:C) vs CpG DNA upregulated genes; **f** poly(I:C) vs CpG DNA downregulated genes

**Fig. 6:**
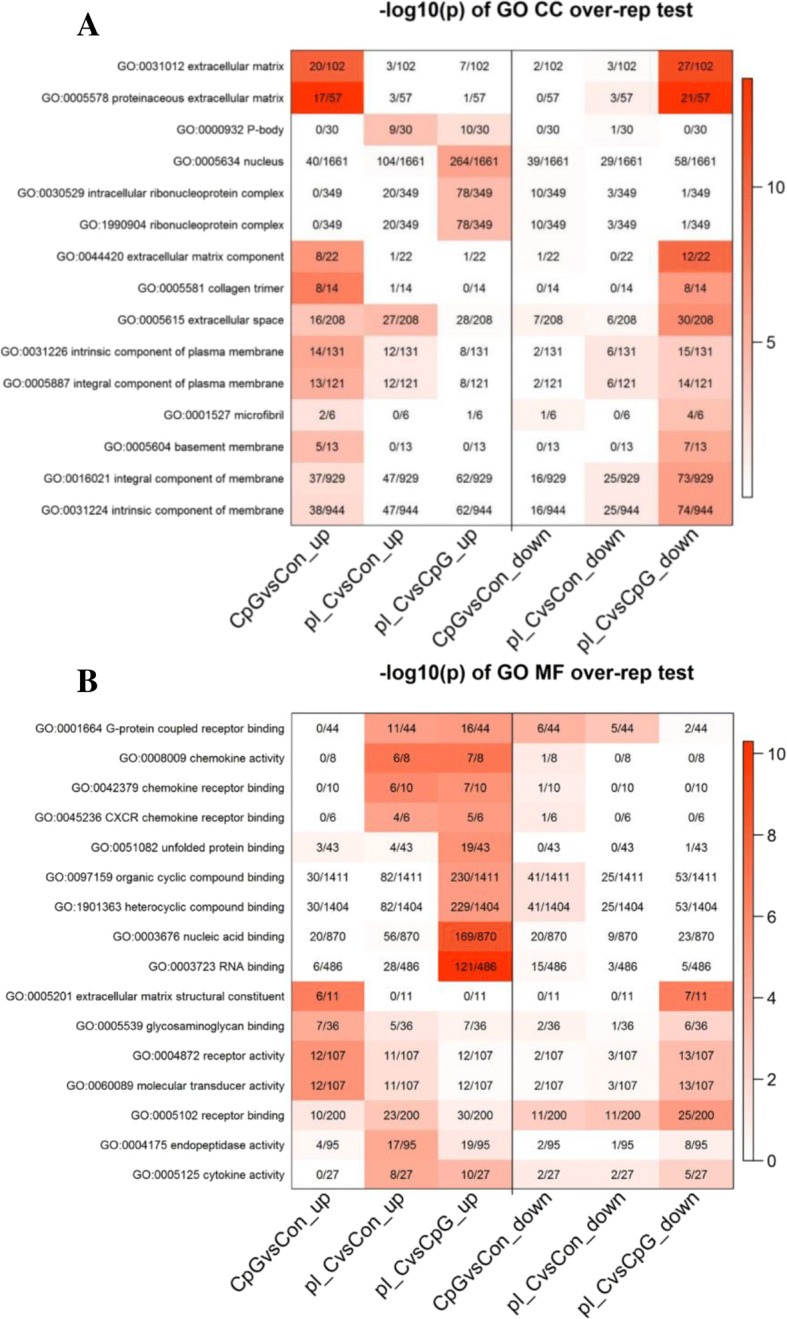
Charts presenting the Gene Ontology (GO) based classification of differentially expressed genes in Bomac cell line stimulated with CpG DNA or poly(I:C) to cellular components and molecular function processes. **a** Cellular Components (CC), **b** Molecular functions (MF). CpG DNAvsCon_up = upregulated genes in the CpG DNA vs control comparison; pI_CvsCon_up = upregulated genes in the poly(I:C) vs control comparison; pI_CvsCpG DNA_up = upregulated genes in the poly(I:C) vs CpG DNA comparison; CpG DNAvsCon_down = downregulated genes in the CpG DNA vs control comparison; pI_CvsCon_down = downregulated genes in the poly(I:C) vs control comparison; pI_CvsCpG DNA_down = downregulated genes in the poly(I:C) vs CpG DNA comparison

#### Ingenuity pathway analysis (IPA)

Qiagen’s Ingenuity Pathway Analysis was employed to further scrutinize the DE genes https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis [28]. The genes were mapped to human/mouse/rat genome for homology. There were 38 canonical pathways generated from the DE genes in CpG DNA vs control dataset and 25 from the DE genes in poly(I:C) vs control dataset. Table 5 shows the top 5 canonical pathways in both datasets. Interestingly, only 2 immune related canonical pathways were represented among the top 5 canonical pathways in the CpG DNA vs control dataset. In the *Nur77 Signalling in T Lymphocytes* pathway *HDACG*, *HLA-DMB*, *NR4A1* were upregulated and *CD3G* was downregulated. 

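NR4A1 and HDAC9, taken for the HDACG of the sentence because Additional file 5 lists HDAC9, could be matched to gene IDs, whereas HLA-DMB and CD3G could not. NR4A1 (Entrez ID 528390) was at 0.49 ± 0.16 CPM in controls (SD, n = 3) and 1.54 ± 0.54 CPM with CpG DNA, a log2 fold change of 1.66 (SE 0.35, FDR p-value 0.0059). Such expression corresponds to 49 reads over the 3 control libraries and 125 over the 3 CpG DNA libraries. HDAC9 was more abundant, at 32.0 ± 2.2 and 54.8 ± 3.6 CPM, with a log2 fold change of 0.78 (SE 0.07, FDR p-value 8.3e-07). Leaving out each library in turn moved NR4A1 between 1.37 and 1.94 on the log2 scale, and in 1 of the 9 fits its FDR p-value rose to 0.057. HDAC9 stayed between 0.73 and 0.83.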

In the second pathway, *calcium-induced T Lymphocyte Apoptosis* only *HLA-DMB* and *NR4A1* were upregulated. The next highest ranking (16th) canonical pathway in the CpG DNA dataset was *CCL5 signalling in macrophages* with three cardinal genes (*CD3G, GNB3, PRKCB*) of which *CD3G* and *PRKCB* being downregulated (− 1.8 and − 1.6-fold change, FDR *p-*value 1.85 × 10^− 2^ and 1.08 × 10^− 1^, respectively) and *GNB3* upregulated (2-fold change, FDR *p*-value 1.23 × 10^− 1^). All the 25 canonical pathways generated in the poly(I:C) dataset were related to cellular immune function. The topmost canonical pathway was *interferon signalling* containing important transcription factor genes such as *NFκBIA* (+ 2.2-fold change, FDR *p-*value 1.5 × 10^− 6^) and transcription regulators such as *STAT1* (+ 3.2-fold change, FDR *p-*value 6.1 × 10^− 17^) and *STAT2* (1.9-fold change, FDR *p-*value 3.1 × 10^− 11^).

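STAT2 rose from 39.8 ± 1.0 CPM in controls to 77.9 ± 0.7 CPM with poly(I:C) (SD, n = 3), a log2 fold change of 0.97 (SE 0.06, FDR p-value 4.5e-11), or a fold change of 1.96. All 15 genes listed for interferon signalling were upregulated at an FDR p-value of at most 0.05, from 0.76 (PSMB8) to 10.64 (OAS1) on the log2 scale, with a median of 2.89. The paper took these genes from its changed genes in the same libraries, so the tally repeats that choice. The gene nearest the threshold was SOCS1 (FDR p-value 2.4e-04). NFKBIA carries no gene ID in the tables and was not analysed here. Scaling by library size alone gave the lowest value for STAT2, 0.91. From these genes the paper places interferon signalling at the top of the canonical pathways.

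**Figure D4:**
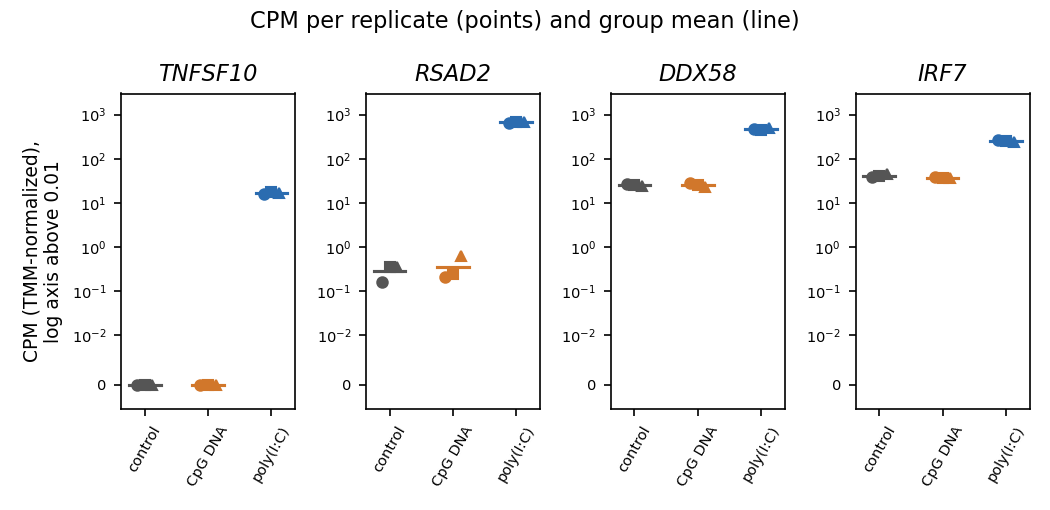
TMM-normalized CPM (y axis, log scale above 0.01) of 4 genes in each replicate (points) with the group mean (line) in control, CpG DNA and poly(I:C) libraries (x axis). TNFSF10 is at 0 in all control and CpG DNA replicates and at 16.9 ± 1.2 CPM with poly(I:C), and RSAD2, DDX58 and IRF7 are higher in every poly(I:C) replicate than in any other library.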

**Table 5:** Top 5 Canonical pathways generated by Ingenuity Pathway Analysis (IPA) of differentially expressed genes in Bomac cells stimulated with PAMPs (A) CpG DNA vs control, (B) poly(I:C) vs control. https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

	Canonical Pathway	*p*-Value	Ratio	Molecules
A	Sperm Motility	3.6 × 10^−4^	4.8 × 10^−2^	CNGA, GUY1B3, MST1R, PDE4B, PLA2G12B, PRKCB
	Nur77 Signaling in T Lymphocytes	9.9 × 10^−4^	6.8 × 10^−2^	CD3G, HDACG, HLA-DMB, NR4A1
	Xenobiotic Metabolism Signaling	1.5 × 10^−3^	2.8 × 10^−2^	CYP1A1, CYP1B1, FTL, HMOXX1, HS3ST2, MAP3K13, MAP3K14
	Calcium-induced T Lymphocyte Apoptosis	1.5 × 10^−3^	6.1 × 10^−2^	CD3G, HLA-DMB, NRA41, PRKCB,
	Coagulation System	2.3 × 10^−3^	8.6 × 10^−2^	BDKRB1, PLAU, PLAUR,
B	Interferon Signaling	2.1 × 10^−17^	4.17 × ^10–1^	SOCS1, IFIT3, OAS1, MX1, IRF9, IFI35, PSMB8, TAP1, IRF1, ISG15, IFIT1, STAT2, IFI6, STAT1, IFITM1
	Activation of IRF by Cytosolic Pattern Recognition Receptors	2.3 × 10^− 13^	2.42 × 10^− 1^	DHX58, NFKBIE, ZBP1, IRF9, IRF3, ADAR, ISG15, IFIH1, IRF7, NFKBIA, CD40, DDX58, STAT2, IFIT2, STAT1
	Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses	4.6 × 10^− 10^	1.24 × 10^− 1^	CXCL8, OAS1, C3, OAS2, CCL5, IRF3, RNASEL, TLR2, IFIH1, IRF7, DDX58, TGFB3, PRKCH, IRS2, EIF2AK2, RIPK2, C3AR1
	Death Receptor Signaling	1.1 × 10^−9^	1.52 × 10^−1^	GAS2, DAXX, NFKBIA, PARP10, NFKBIE, ZC3HAV1, TNFSF10, PARP12, PARP3, CASP8, BIRC3, PARP9, CASP7, PARP14
	Antigen Presentation Pathway	1.9 × 10^−8^	2.37 × 10^−1^	B2M, PSMB9, NLRC5, HLA-B, HLA-DMB, CIITA, PSMB8, TAP1, TAP2

To show relevant relationships between molecules in the 2 datasets, core analysis in IPA was performed to search for networks. In total, 11 networks were identified in the CpG DNA dataset and 81 in the poly(I:C) dataset. The top 5 in each dataset are shown in Table 6 and the topmost networks are shown in Fig. 7. No immune-related network was represented among the top 5 of the networks in the CpG DNA vs control dataset, whereas in the poly(I:C) dataset, 4 out of 5 networks were immune related. 

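Gene IDs were available for 7 of the 20 changed genes drawn in Fig. 7a, and each of the 7 changed in the drawn direction with CpG DNA. PDE4B was upregulated, with a log2 fold change of 0.60 (SE 0.08, FDR p-value 6.5e-05). ID1, EDN2, HMOX1 and GCLM were downregulated, with log2 fold changes of -1.31, -1.13, -0.87 and -0.66 and a largest FDR p-value of 2.5e-05 among them. ID1 fell from 124 ± 3 CPM in controls to 50.0 ± 3.0 CPM (SD, n = 3), with the smallest FDR p-value of all genes downregulated by CpG DNA (8.5e-12). SIRT3 (-1.14, SE 0.45) and PDE7B (-0.80, SE 0.28) had FDR p-values of 0.18 and 0.11, so their changes were not separated from the variation between replicates after adjustment. SIRT3 depended most on single libraries, with values between -1.35 and -0.78 when each was left out.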

The top network in CpG DNA-stimulated cells, *Hematological Disease, Respiratory Disease, Organismal Injury and Abnormalities* contained a total of 19 genes found in the dataset, 8 were upregulated and the remaining 12 were downregulated (Fig. 7a). In poly(I:C)-stimulated cells, the top network was *Cell-To-Cell Signaling and Interaction, Cellular Movement, Hematological System Development and Function* containing 22 genes identified in the dataset out of which 6 were downregulated and the remaining were upregulated (Fig. 7b)**.**

**Table 6:** Top Networks generated from DE genes in Bomac cell line treated with CpG DNA or poly(I:C) for 6 h. (A) CpG DNA, (B) poly(I:C). Data were analyzed in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

	Associated Network Functions	Score
A	Hematological Disease, Respiratory Disease, Organismal Injury and Abnormalities	34
	Organismal Functions, Hereditary Disorder, Neurological Disease	32
	Cellular Development, Connective Tissue Development and Function, Tissue Development	27
	Cellular Assembly and Organization, Cellular Function and Maintenance, Molecular Transport	27
	Cell Cycle, Embryonic Development, Cancer	27
B	Cell-To-Cell Signaling and Interaction, Cellular Movement, Hematological System Development and Function	33
	Cell Death and Survival, Cancer, Hematological Disease	33
	Protein Synthesis, Lipid Metabolism, Small Molecule Biochemistry	31
	Cell Death and Survival, Infectious Diseases, Cancer	29
	Infectious Diseases, Antimicrobial Response, Inflammatory Response	23

**Fig. 7:**
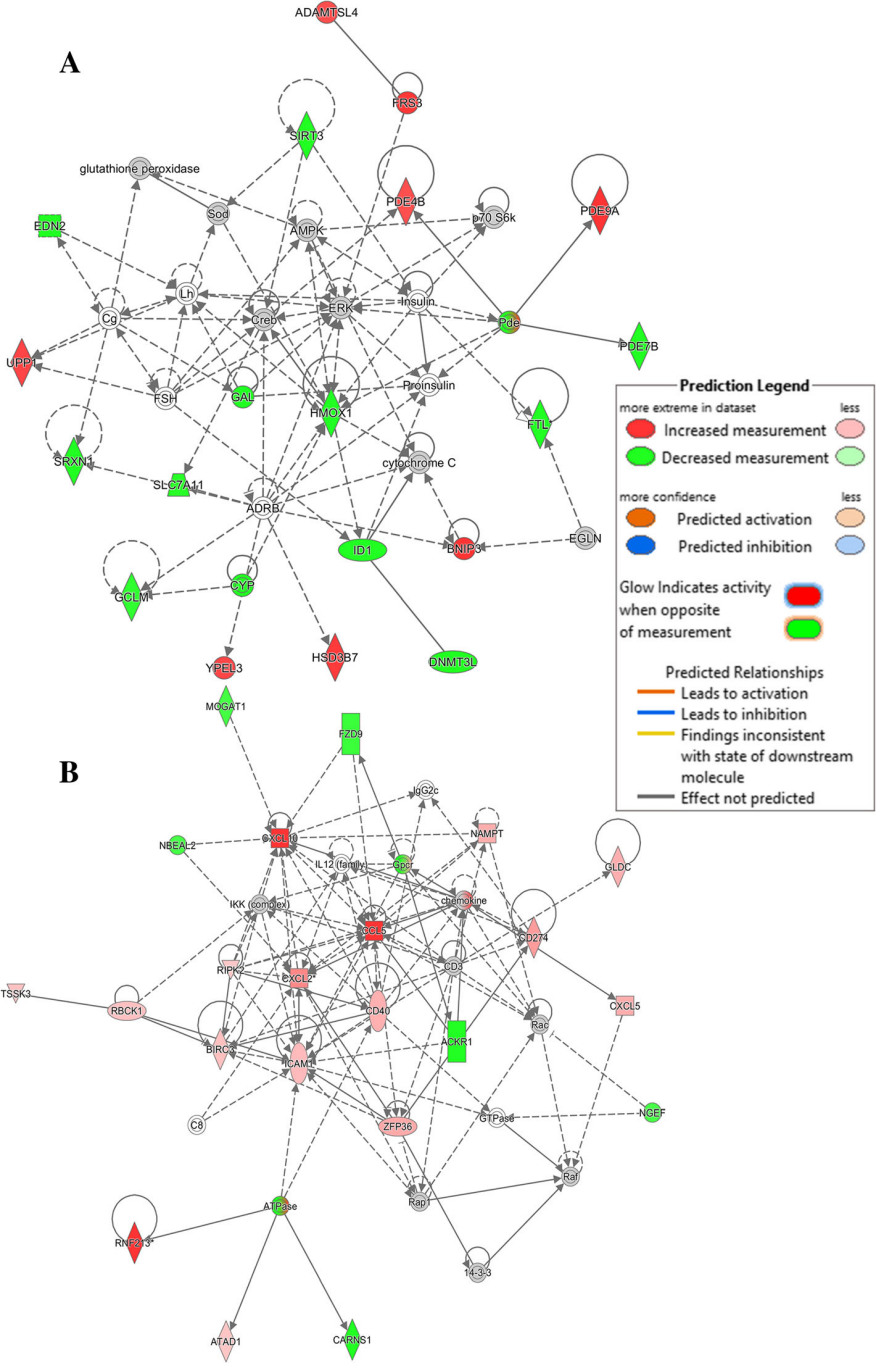
The top networks identified in differentially expressed genes in CpG DNA and poly(I:C)-stimulated Bomac cell line after 6 h stimulation, based on Ingenuity Pathway Analysis (IPA, Qiagen) https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis. **a** CpG DNA-stimulated cells, Hematological Disease, Respiratory Disease, Organismal Injury and Abnormalities network, **b** poly(I:C)-stimulated cell, Cell-To-Cell Signaling and Interaction, Cellular Movement, Hematological System Development and Function

Further, the molecular and cellular function were closely examined in the datasets. Table 7 shows the top 5 significant functional networks in the two datasets. The topmost function in CpG DNA-stimulated cells was the free radical scavenging (*p*-value 1.45 × 10^− 8^) containing 21 genes (e.g., *NR4A1, +* 3.2-fold change FDR *p-*value 6 × 10^− 3^, *DDIT4 +* 1.67-fold change FDR *p-*value, 5.9 × 10^− 4^*, PLAUR +* 1.76-fold change, FDR *p-*value 2.1 × 10^− 5^). 

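NR4A1 rose from 0.49 ± 0.16 to 1.54 ± 0.54 CPM (SD, n = 3) with CpG DNA, a fold change of 3.17 with an FDR p-value of 0.0059. PLAUR (Entrez ID 281983) rose from 18.0 ± 1.7 to 30.9 ± 3.6 CPM, a fold change of 1.72 with an FDR p-value of 2.9e-05. On the log2 scale their standard errors were 0.35 and 0.10, and the less abundant NR4A1 was the less precise. DDIT4 has no gene ID in the tables. Apart from leaving out libraries, the prior count of 2 lowered NR4A1 most, from 1.66 to 1.54 on the log2 scale. The paper names these genes as examples of free radical scavenging, its topmost function in CpG DNA-stimulated cells.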

Figure 8a shows a network of molecules responsible for *formation of reactive oxygen species*, *generation of reactive oxygen species*, *synthesis of reactive oxygen species* and *production of reactive oxygen species* in macrophages. The *cellular function and maintenance* was the most significantly represented function group in poly(I:C)-stimulated cells (Table 7B, *p-*value 2.64 × 10^− 16^) with 110 molecules (e.g., *DDX58,* + 18 fold-change *p*-value 1.1 × 10^− 22^*, CCL5* + 96 fold-change *p*-value 4.5 × 10^− 11^*, IRF1* + 4.8-fold change *p*-value 5.13 × 10^− 16^) responsible for the *function of macrophages* (Fig. 8b).

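With poly(I:C), DDX58 rose from 25.4 ± 1.3 to 475 ± 19 CPM (SD, n = 3), a log2 fold change of 4.22 (SE 0.08, FDR p-value 6.1e-22). CCL5 went from 0.04 ± 0.02 to 4.22 ± 0.65 CPM, with a log2 fold change of 6.59 (SE 0.44, FDR p-value 9.1e-11). Only 4 reads of CCL5 were counted over the 3 control libraries, so its fold change rests on few control reads. IRF1 increased from 15.7 ± 0.5 to 75.9 ± 5.8 CPM, with a log2 fold change of 2.27 (SE 0.09, FDR p-value 1.2e-15). The fold changes correspond to 18.7, 96.4 and 4.83. Of the genes drawn in Fig. 8b, 11 of 27 had a gene ID, and all 11 were upregulated with FDR p-values of at most 5.6e-04. The figure draws genes that the paper had already found changed in these libraries. CCL5 moved most with the processing, to 5.29 with a prior count of 2. The paper assigns these genes to the function of macrophages.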

**Table 7:** Common and unique Molecular and Cellular Functions pathways within the top 5 pathways identified in the differentially expressed genes in CpG or pI:C-treated Bomac cells. Data were analyzed in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

	Name	*p*-value	#Molecules
Common			
pI:C	Cellular Function and Maintenance	1.5 × 10^−4^ - 2.6 × 10^−16^	110
CpG	Cellular Function and Maintenance	7.1 × 10^−3^ - 2.4 × 10^−6^	62
pI:C	Cell Death and Survival	2.1 × 10^−4^ - 4.3 × 10^−16^	149
CpG	Cell Death and Survival	7.5 × 10^−3^ - 9.4 × 10^−7^	58
pI:C	Cellular Development	2.6 × 10^−4^ - 4.8 × 10^− 11^	134
CpG	Cellular Development	7.0 × 10^−3^ - 7.3 × 10^−6^	69
Unique			
CpG	Free Radical Scavenging	5.8 × 10^−4^ - 1.4 × 10^−8^	21
CpG	Cell Morphology	7.3 × 10^−3^ - 7.3 × 10^−6^	50
pI:C	Cell Signaling	1.2 × 10^−5^ - 4.9 × 10^−15^	38
pI:C	Cellular Growth and Proliferation	2.1 × 10^−4^ - 4.8 × 10^− 11^	120

**Fig. 8:**
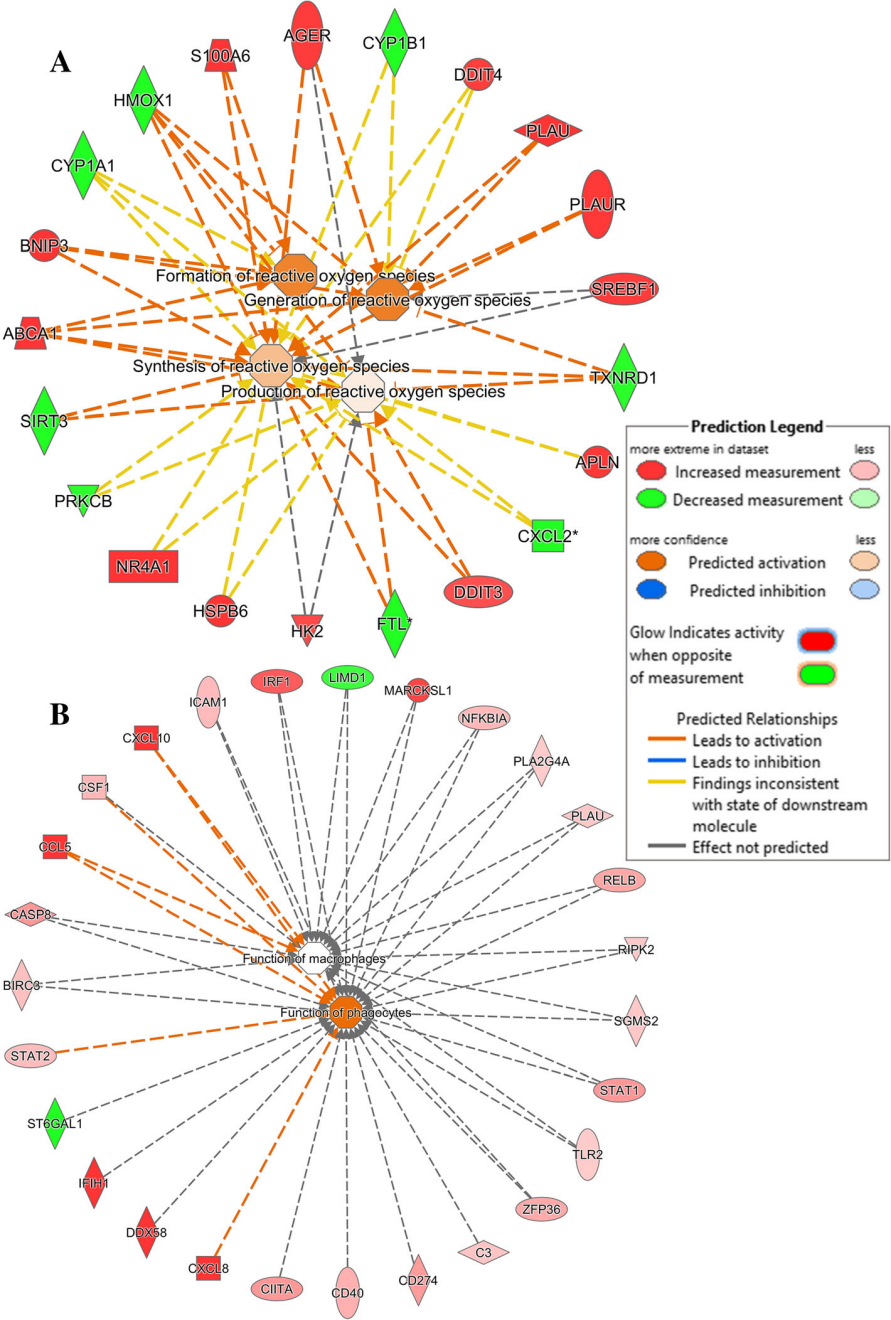
Functional networks identified in differentially expressed genes in Bomac cells treated with CpG DNA or poly(I:C) upon analysis with Ingenuity Pathway Analysis (IPA). **a** CpG DNA-stimulated cells, Free Radical Scavenging molecular function network in bovine MΦ, **b** poly(I:C)-stimulated cells, Cellular Function and Maintenance network in bovine MΦ. https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

Upstream regulator analysis was performed to identify upstream regulators that might have influenced the gene expression changes observed in the two datasets. 1334 and 1721 molecules in CpG DNA and poly(I:C)-stimulated cells, respectively, were identified of which the top 5 regulators for each data set are listed in Table 8. The top most regulator in the CpG DNA dataset was the tumor necrosis factor (*TNF*) (upregulated, FDR *p*-value 2.3 × 10^− 10^) and it affected 40 target molecules, while the poly(I:C) dataset revealed *IRF7* (upregulated, FDR *p-*value 1.38 × 10^− 57^) as the topmost regulator with 57 target molecules **(**Additional file 3). 

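Additional file 5 lists 40 targets of TNF in the CpG DNA dataset, 27 upregulated and 13 downregulated. In the counts, 39 of them were tested, all 39 had the listed direction, and 23 had an FDR p-value of at most 0.05 (13 upregulated and 10 downregulated). The remaining 16 had FDR p-values up to 0.2, and the paper gives no separate cut-off for this list. All 57 targets listed for IRF7 in the poly(I:C) dataset were upregulated with FDR p-values of at most 2.4e-04 and a median log2 fold change of 3.42. The paper drew both target lists from changed genes of these same libraries. The tallies are therefore no independent test of either regulator. IRF7 itself rose from 40.9 ± 3.8 to 252 ± 14 CPM (SD, n = 3), a log2 fold change of 2.62 (SE 0.07, FDR p-value 1.6e-18). With CpG DNA, none of the 57 IRF7 targets passed the threshold. The number of IRF7 targets fell most, to 37, when at least 10 counts were required in every library. Targets with fewer than 10 reads in some library were then removed, including some with reads in the controls, such as RSAD2. TNF targets numbered 23 with the replicate block, 26 with only the compared groups and 19 to 24 without each library in turn. From these targets the paper names TNF and IRF7 as the topmost regulators of the datasets.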

Mechanistic networks involving *TNF* and *IRF7* to show a plausible set of connected upstream regulators that have contributed to the gene expression changes observed in the CpG DNA and poly(I:C) datasets are shown in Fig. 9.

**Table 8:** Upstream Regulators identified in CpG DNA and poly(I:C) treated Bomac cell line following 6 h of stimulation. (A) CpG DNA, (B) poly(I:C). Data were analyzed in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

	Upstream Regulator	*p*-value of overlap
A	TNF	2.31 × 10^−10^
	ADRB	9.58 × 10^−10^
	D-glucose	9.20 × 10^−09^
	lipopolysaccharide	1.71 × 10^−08^
	dexamethasone	2.11 × 10^− 08^
B	IRF7	1.38 × 10^−57^
	poly rI:rC-RNA	1.08 × 10^−46^
	IFNL1	2.53 × 10^− 46^
	IFNA2	8.27 × 10^−44^
	Interferon alpha	3.40 × 10^−43^

**Fig. 9:**
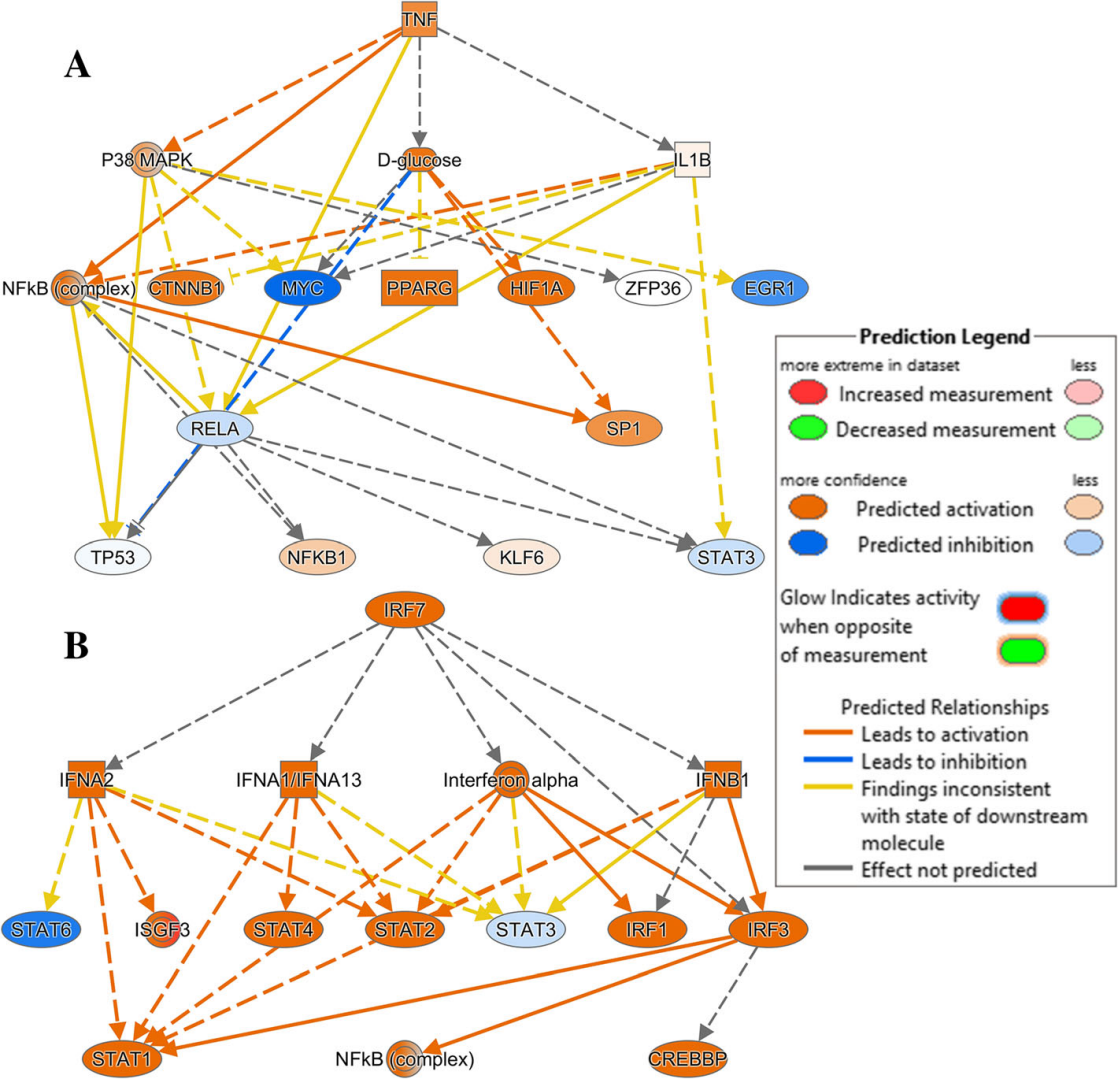
Mechanistic networks generated from differentially expressed genes in datasets derived from Bomac cells stimulated with CpG DNA or poly(I:C) for 6 h. **a** CpG DNA, TNF upstream regulator, **b** poly(I:C), IRF7 upstream regulator. The mechanistic networks were created with the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

Finally, the regulator effects in both datasets were addressed. The most significant regulator effects predicted for CpG DNA and poly(I:C)-stimulated cells are shown in Table 9. Three regulators *Cg*, *HIF1A*, miR-3202 (miRNAs w/seed GGAAGGG) in CpG DNA-stimulated cells had the highest consistency score and regulated 5 molecules (*FOXF1, MIST1R, NR4A1, PLAU, PLUAR)* responsible for cell movement of embryonic cells (Fig. 10a). 

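NR4A1, PLAU and PLAUR had FDR p-values of 0.0059, 1.2e-08 and 2.9e-05 for CpG DNA against control, with log2 fold changes of 1.66, 0.92 and 0.78. FOXF1 went from 0.27 ± 0.08 to 0.57 ± 0.17 CPM (SD, n = 3), a log2 fold change of 1.06 (SE 0.43, FDR p-value 0.19), on 27 reads over the 3 control libraries and 45 over the 3 CpG DNA libraries. MST1R went from 1.37 ± 0.12 to 2.11 ± 0.32 CPM, with a log2 fold change of 0.62 (SE 0.24, FDR p-value 0.16). In both genes every CpG DNA replicate lay above every control, but the FDR p-values were above 0.05. Before adjustment, edgeR's F-test gave p-values of 0.023 for FOXF1 and 0.016 for MST1R. The paper gives no separate cut-off for this list, which may have been looser. Apart from leaving out libraries, FOXF1 moved most, to 0.91 with a prior count of 2. When each library was left out, FOXF1 lay between 0.81 and 1.23 and NR4A1 between 1.37 and 1.94.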

All these genes were significantly upregulated in the dataset. One of the regulators was a miRNA that apparently regulates *FOXF1*, a transcription regulator. Poly(I:C)-stimulated cells revealed IFN-α as the main regulator with the highest consistency score, regulating at least 13 targets (*ADAR, APOBEC3B, CCL5, EIF2AK2, IFIT1, IFITM1, ISG15, ISG20, MX1, OAS1, RNASEL, RSAD2, ZC3HAV1*) (Fig. 10b), all of them participating in inhibition of replication of viral replicons. 

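Of the 13 targets, 10 had a gene ID, and all 10 were upregulated by poly(I:C). This does not test the regulator independently, since the targets were chosen from changed genes of the same libraries. The smallest increase was that of ZC3HAV1, from 47.2 ± 4.5 to 207 ± 11 CPM (SD, n = 3), and the largest that of RSAD2, from 0.29 ± 0.11 to 680 ± 21 CPM. The median log2 fold change was 7.40, and the largest FDR p-value was 4.5e-06 (ISG20). None of the 10 passed the threshold with CpG DNA, where log2 fold changes ran from -0.60 to 0.28. Apart from leaving out libraries, OAS1, with 2 reads in the controls, moved most, from 10.64 to 8.75 with a prior count of 2. Leaving out a library gave OAS1 values from 10.09 to 13.08 in the 6 fits that tested it. By its consistency score, the paper names IFN-α as the main regulator of these targets.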

Similar IPA analysis was done on the dataset comparing poly(I:C) to CpG DNA-induced changes. Data can be found in Additional files 4, 5, 6 and 7.

**Table 9:** Top Regulator Effect Networks generated from CpG DNA and poly(I:C)-stimulated Bomac cell line after 6 h of stimulation. **(A)** CpG DNA, **(B)** poly(I:C). Data were analyzed in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

	Regulators	Diseases & Functions	Consistency Score
A	Cg,HIF1A,miR-3202 (miRNAs w/seed GGAAGGG)	cell movement of embryonic cell lines	4.025
	BMP6,Ins1,MYC	lymphoproliferative disorder	3.328
	ERG,RXRA	Growth Failure	2.121
	miR-4525 (and other miRNAs w/seed GGGGGAU)	Growth Failure	−4.082
	IGF1	Growth Failure	−5.367
B	Interferon alpha	Replication of viral replicon	3.606
	Interferon alpha	Viral life cycle	3.606
	lipopolysaccharide	Replication of viral replicon	3.464
	PRL	Immune response of cells	3.357
	IFNA2	Replication of viral replicon	3.317

**Fig. 10:**
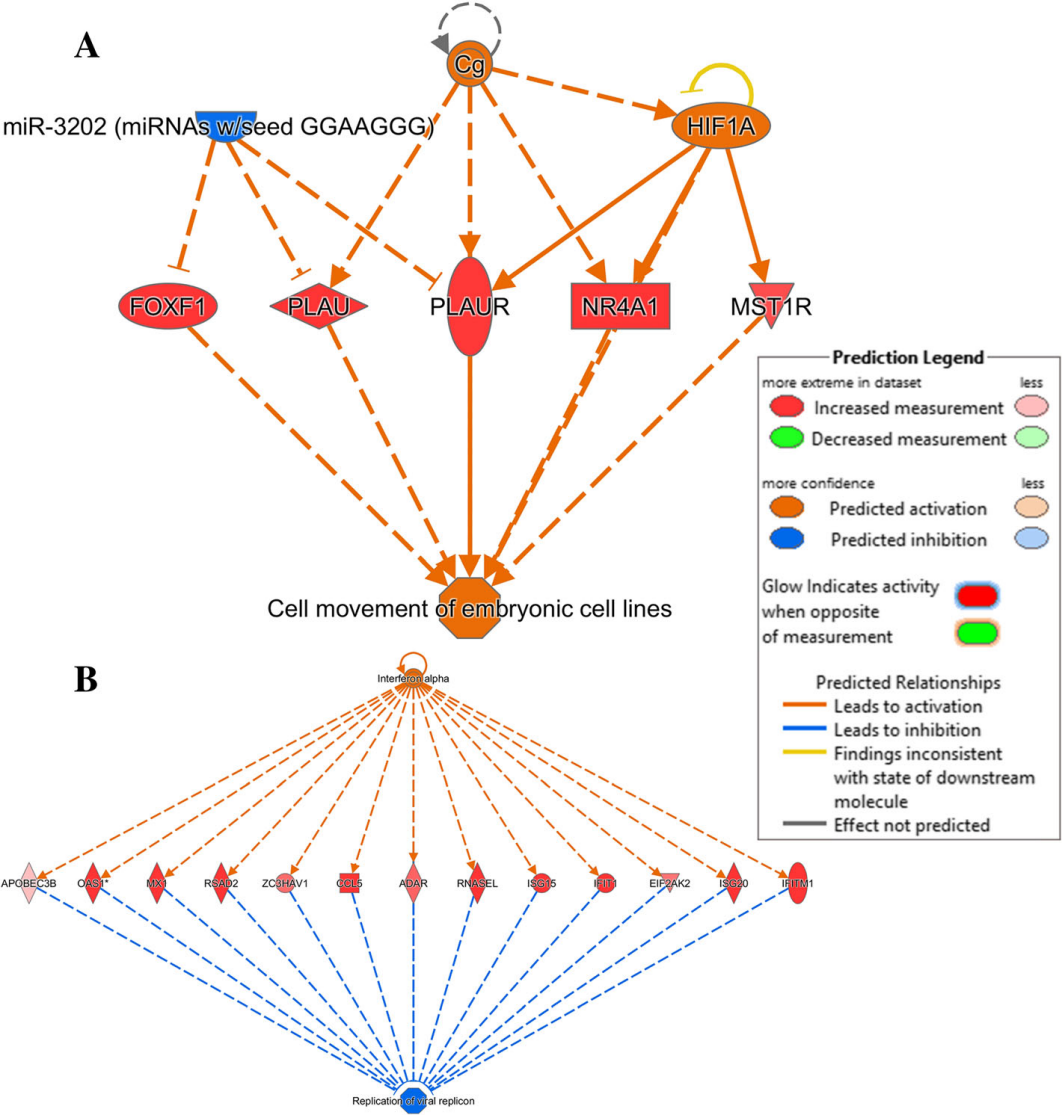
Top 5 regulator effect networks from each of the two datasets generated by Ingenuity Pathways. Bomac cells were treated with CpG DNA (**a**) or poly(I:C) (**b**) for 6 h. https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis

## Discussion

RNASeq and systems biology tools were applied to unravel the transcriptomic landscape in vitro MΦ stimulated with CpG DNA or poly(I:C) as a model for bacterial and viral pathogen-associated molecular patterns, respectively. Using the data derived from gene expression analysis, IPA, KEGG and GO were used to reconstruct cardinal networks, pathways, and cellular function groups of genes differentially expressed in the Bomac cell line stimulated with CpG DNA or poly(I:C). It should be noted that in IPA analyses, the genes were mapped to human/mouse/rat genome for homology. The Bomac cell line, developed from bovine peritoneal macrophages by Stabel and Stabel in 1995 [11], was previously tested as an infection model for *Mycoplasma bovis* to investigate cellular mechanisms involved in mycoplasma–Bomac cell interaction. Most recently both BVDV-infected and BVDV-free Bomac cells were tested for mycoplasmal uptake, growth in co-culture, viability, cytotoxicity and induction of apoptosis after infection with *M. bovis*. Cytotoxicity was increased after infection of BVDV-free cells with *M. bovis*, while apoptotic cell death was induced by *M. bovis* in both cell lines [13].

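Both treatments changed 162 genes against control at an FDR p-value of at most 0.05, where 48.6 would be shared if the lists were independent. CpG DNA alone changed 402 genes and poly(I:C) alone 991. Of the shared genes, 85 were upregulated by both, 57 were downregulated by both, and 20 moved in opposite directions. The comparisons use the same 3 control libraries, which by itself makes their errors correlated. By the paper's methods the controls also had a plate of their own, so a plate effect common to both treatments is not excluded. The replicate block left 108 shared genes. A 1.5-fold cut-off reduced the overlap most, to 20 genes.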

Although CpG DNA and poly(I:C) are well known for their adjuvant effects in stimulating immune responses, our results show that gene expression induced by each of these PAMPs in a MΦ cell line has common profiles and profiles that are different. For example, among DE genes 347 were upregulated and 210 were down regulated in Bomac stimulated with CpG DNA compared to 761 upregulated and 414 downregulated in poly(I:C)-stimulated cells at 6 h. 

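In the counts, 332 genes were upregulated and 232 downregulated with CpG DNA, and 769 and 384 with poly(I:C). Limited to changes of at least 1 on the log2 scale, CpG DNA upregulated 16 genes and downregulated 10, and poly(I:C) upregulated 185 and downregulated 23. A 1.5-fold cut-off moved the numbers most, to 59 and 28 for CpG DNA, and at an FDR p-value of at most 0.01 they were 170 and 90 for CpG DNA and 511 and 142 for poly(I:C).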

There were more upregulated genes in the poly(I:C)-stimulated cells than CpG DNA-stimulated cells and the FDR adjusted *p*-values of upregulated genes were significantly higher compared to downregulated genes. 

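Among genes past the threshold with poly(I:C), the median FDR p-value was 0.0021 for the 769 upregulated genes and 0.018 for the 384 downregulated genes. The upregulated genes thus had the lower FDR p-values, whereas the paper calls theirs higher. The mean of −log10 of the FDR p-value was 4.83 against 2.19 (permutation test with 100000 resamples, p = 1e-05, the smallest they can give). With CpG DNA the medians were 0.0094 and 0.015, and the means of 2.28 and 2.21 were not separated (p = 0.42, same permutation test). The test treats genes as independent, which they are not. The number of upregulated genes with poly(I:C) varied most with a 1.5-fold cut-off, to 293, against 59 with CpG DNA.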

The latter part of this observation was consistent with observations by others using monocyte-derived MΦ infected with MAP [4, 7]. Further, unlike CpG DNA-stimulated cells, poly(I:C) stimulation of Bomac cells produced an expression profile that may be expected following infection with RNA viruses such as influenza or measles virus. 

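The 13 genes with an ID in the influenza A list and the 10 in the measles list were all upregulated by poly(I:C). Both lists hold genes the paper found upregulated in these libraries, so this is no independent test. With CpG DNA none of them passed the threshold, with log2 fold changes from -0.59 to 0.28 in the influenza A list and a smallest FDR p-value of 0.31. MX1, for example, was at 0.15 ± 0.04 CPM in controls, 0.15 ± 0.09 with CpG DNA and 148 ± 8 with poly(I:C) (SD, n = 3). The direct comparison of poly(I:C) with CpG DNA gave a log2 fold change of 9.91 (SE 0.15, FDR p-value 4.7e-23). A prior count of 2 lowered the value of MX1 against control from 9.92 to 9.41. On this contrast between the treatments the paper bases its comparison of poly(I:C) stimulation with infection by RNA viruses.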

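STAT2 was expressed at 39.8 ± 1.0 CPM in controls, 38.9 ± 0.3 CPM with CpG DNA and 77.9 ± 0.7 CPM with poly(I:C) (SD, n = 3). Against control, the FDR p-value was 4.5e-11 with poly(I:C) and 0.85 with CpG DNA. Without each library in turn, the log2 fold change with poly(I:C) stayed between 0.96 and 0.99. Library size in place of TMM scaling moved it most, to 0.91. NFKB1 has no gene ID in the tables and was not analysed here.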

Responses to these two viruses involve activation of transcription factor genes such as *STAT1, STAT2* and *NFκB1*, which were upregulated in the Bomac cells stimulated with poly(I:C). Most canonical pathways represented within the DE genes in CpG DNA-stimulated cells were not related to immune functions, whereas the majority of canonical pathways in poly(I:C)-stimulated cells were related to immune functions. Stimulation of Bomac cells with CpG DNA highly affected the genes that regulate the phagocytic function of MΦ in contrast to stimulation with poly(I:C). This also confirms the importance to work with bovine cells in the absence of contaminations with ruminant pestiviruses, as BVDV was reported to inhibit the phagocytic activity of MΦs and neutrophils [12, 29]. However, immunological studies with these cells should be cautious, as these cells appear to poorly represent a lineage-specific phenotype [12].

Common transcriptomic profiles between CpG DNA-stimulated and poly(I:C)-stimulated cells were: (i) upstream and regulator effects, both stimulations induced immune related upstream regulators; (ii) in the top expressed genes, both stimuli induced high expression of the tumor necrosis factor family molecules albeit at different levels. CpG DNA induced expression of *TNFSF18* (+ 5.3-fold change, FDR *p*-value 2.4 × 10^− 2^). 

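TNFSF18 had 16 reads over the 3 control libraries, 68 over the CpG DNA libraries and 30 over the poly(I:C) libraries. These correspond to 0.15 ± 0.15, 0.84 ± 0.32 and 0.42 ± 0.25 CPM (SD, n = 3). CpG DNA gave a log2 fold change of 2.40 (SE 0.60, FDR p-value 0.024), the largest increase among the genes past the threshold. Poly(I:C) gave 1.36 (SE 0.69), with an FDR p-value of 0.25. Because of the few reads, the CpG DNA value was imprecise. It ranged between 1.87 and 3.39 when each library was left out, the FDR p-value exceeded 0.05 in 3 of these 9 fits, and it was 0.051 with the replicate block. A prior count of 2 gave 2.01. From the increase the paper reasons that CpG DNA induced a member of the tumor necrosis factor family.

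**Figure D5:**
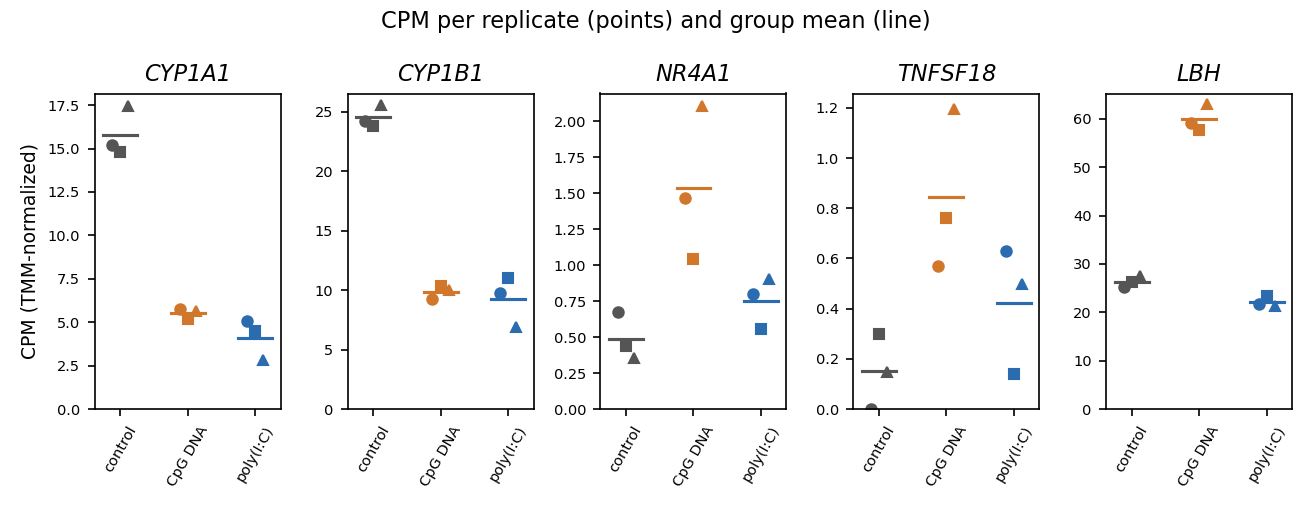
TMM-normalized CPM (y axis, linear from 0) of 5 genes in each replicate (points) with the group mean (line) in control, CpG DNA and poly(I:C) libraries (x axis). TNFSF18 and NR4A1 lie at 0.84 ± 0.32 and 1.54 ± 0.54 CPM with CpG DNA and spread widely, while LBH lies at 59.9 ± 2.9 CPM with CpG DNA and 26.3 ± 1.2 CPM in controls with little spread.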

*TNFSF18* a ligand for TNFRSF18 expressed on the cell surface of regulatory T cells [30]. TNFSF18 is also released upon activation of DCs with CpG DNA [31]. In that report, plasmacytoid dendritic cells (pDCs) activated by CpG DNA promoted NK cell cytotoxicity and IFNγ production through type I IFNs and GITRL. Poly(I:C) induced expression of *TNFSF10* (> 3500-fold change, FDR *p-*value 1.5 × 10^− 17^) in this dataset. 

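No read of TNFSF10 was counted in any control or CpG DNA library, against 1265 reads over the 3 poly(I:C) libraries, or 16.9 ± 1.2 CPM (SD, n = 3). With edgeR's default prior count this gave a log2 fold change of 11.91 (SE 0.38, FDR p-value 1.4e-14), a fold change of 3853. The size of such a fold change depends on the prior count, since the controls hold no reads. With a prior count of 2 the log2 value was 7.92, and the FDR p-value was unchanged because the prior count does not enter the test. The paper takes the high expression of TNFSF10 and TNFSF18 as a feature common to both stimulations.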

It is expressed at significant levels in most tissues including MΦs [32], and activates cysteine-type endopeptidase activity involved in apoptosis of transformed or tumor cells but does not kill normal cells [33]. However, our result is in contrast to that obtained by Casey et al. [7] who found that *TNFSF18* was downregulated at 6 h post infection of monocyte-derived bovine MΦs with *Mycobacterium avium* subspecies *paratuberculosis*. Although the analytical technique used was the same as ours, in their case, cells were derived from live animals compared to our bovine MΦ cell line. 

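CYP1A1 (Entrez ID 282870, exonic length 2670 bp) was at 15.8 ± 1.4 CPM in controls, 5.53 ± 0.29 CPM with CpG DNA and 4.11 ± 1.17 CPM with poly(I:C) (SD, n = 3). CpG DNA gave a log2 fold change of -1.51 (SE 0.14, FDR p-value 8.3e-07) and poly(I:C) -1.93 (SE 0.15, FDR p-value 1.4e-09). In both comparisons this was the most negative value among the genes past the threshold. The treatments did not differ from each other after adjustment (log2 fold change -0.42, FDR p-value 0.089). Leaving out single libraries kept the values between -1.55 and -1.43 for CpG DNA and between -2.10 and -1.73 for poly(I:C). CYP1B1, also in both tables, had log2 fold changes of -1.32 with CpG DNA and -1.40 with poly(I:C).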

The most downregulated gene in both treatments was *CYP1A1* (*cytochrome P450, subfamily I (aromatic compound-inducible), polypeptide 1, transcript variant X2*). We could not find a specific role described for *CYP1A1* among the immune functions of MΦs, but assume that the gene product of *CYP1A1* could be involved in other cellular processes. According to a review by Androutsopoulos et al., [34] CYP1A1 plays an important role in the detoxication of environmental carcinogens, as well as in the metabolic activation of dietary compounds with cancer preventative activity. The KEGG pathways overrepresentation results were very similar to those generated in the IPA pathways analyses, both reporting a marked polarization of the response of MΦ to poly(I:C) towards antiviral activity.

In contrast to stimulation of Bomac with CpG DNA, cells stimulated with poly(I:C) had the highest number of DE genes suited to antiviral response of MΦs. 

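The 57 listed targets of IRF7, chosen by the paper from changed genes of these libraries, were all upregulated by poly(I:C). They ran from 0.63 (PSME1) to 11.91 (TNFSF10) on the log2 scale. With CpG DNA their median log2 fold change was -0.02 and the smallest FDR p-value was 0.062. The largest changes against control were 11.91 with poly(I:C) and 2.40 with CpG DNA among genes past the threshold. Of the IRF7 targets, 37 remained when 10 counts were required in every library, the alternative that lowered the number most. The paper states that genes fitting an antiviral response were most numerous in cells stimulated with poly(I:C), in contrast to CpG DNA.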

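IFIT2 had no read in the control or CpG DNA libraries and 776 reads over the 3 poly(I:C) libraries (10.3 ± 0.8 CPM, SD, n = 3). The resulting log2 fold change was 11.21 (SE 0.45, FDR p-value 4.3e-13), or 7.22 with a prior count of 2. IRF1, which had reads in every library, rose from 15.7 ± 0.5 to 75.9 ± 5.8 CPM, a fold change of 4.83 (FDR p-value 1.2e-15). With CpG DNA IRF1 was at 12.7 ± 1.4 CPM (log2 fold change -0.31, FDR p-value 0.062).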

*IFIT2* (> 2300-fold change, FDR *p*-value 1.5 × 10^− 13^) induced by interferon and regulated by *IRF1* (+ 4.8-fold change, FDR *p*-value 5.13 × 10^− 16^) gives rise to gene products that have antiviral functions [35]. 

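RSAD2 had 30 reads over the 3 control libraries and 50754 over the 3 poly(I:C) libraries, or 0.29 ± 0.11 and 680 ± 21 CPM (SD, n = 3). Its log2 fold change was 11.15 (SE 0.14, FDR p-value 3.3e-24), a fold change of 2267. Since reads were present in controls, a prior count of 2 changed the log2 value only to 10.86. Leaving out single libraries kept it between 10.88 and 11.32.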

*IRF1* further regulates *RSAD2* (> 2258.2-fold change, FDR *p*-value 5.2 × 10^− 25^), which has been reported to be highly expressed during viral infections [36, 37]. *IFI44L* and *IFI44* were upregulated (fold change + 2010.7 and + 1254.3, FDR *p* value 4.8 × 10^− 13^ and 2.6 × 10^− 11^, respectively) and play a role in immune responses against viruses, although the precise mechanism has not been described. 

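IFI44L and IFI44 had no read in any control or CpG DNA library. Over the 3 poly(I:C) libraries, 657 and 411 reads were counted, or 8.85 ± 0.58 and 5.52 ± 0.42 CPM (SD, n = 3). The fold changes of 2018 and 1259 had FDR p-values of 1.5e-12 and 5.4e-11. On the log2 scale, 10.98 and 10.30 became 6.99 and 6.32 with a prior count of 2, the choice that moved them most.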

The remaining highly expressed genes *OAS1, ISG15, MX1, MX2* and *OAS2* are well characterized antiviral response genes in many animal species [35, 38–40]. 

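Reads of OAS1, ISG15, MX1, MX2 and OAS2 over the 3 control libraries numbered 2, 27, 15, 2 and 0. With poly(I:C) they numbered 2875, 20944, 11075, 1617 and 264. ISG15 reached 280 ± 2 CPM (SD, n = 3) and MX1 148 ± 8 CPM. Log2 fold changes were 10.64 (SE 0.26), 10.02 (SE 0.11), 9.92 (SE 0.15), 9.81 (SE 0.31) and 9.66 (SE 0.64), and the largest FDR p-value was 1.5e-09 for OAS2. A prior count of 2 lowered OAS2 most, to 5.69, and ISG15 least, to 9.70. In the 6 fits that tested them, leaving out a library gave 10.09 to 13.08 for OAS1 and 9.31 to 12.21 for MX2. OAS1 and OAS2, like MX1 and MX2, are similar genes, and the authors did not count reads that matched several places.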

A study in mouse central nervous system tissue by Pomeranz et al. [41] showed a very similar profile to ours of highly expressed antiviral genes after infection with an RNA virus. In regard to highly expressed genes in the CpG DNA-stimulated cells, genes such as *SLC26A10, IGFLR1, GSDMB, LBH, MYOZ2* and *RRAD* have no clearly described role in immune responses of MΦs. 

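SLC26A10 was below the filter on low counts, with 12 reads over the 3 control libraries and 43 over the 3 CpG DNA libraries. IGFLR1 rose from 0.41 ± 0.14 to 1.30 ± 0.06 CPM (SD, n = 3), a log2 fold change of 1.65 (SE 0.33, FDR p-value 0.0044). GSDMB increased from 1.18 ± 0.06 to 3.04 ± 0.40 CPM, with a log2 fold change of 1.36 (SE 0.28, FDR p-value 0.0053). LBH was the most precisely measured of the group, at 26.3 ± 1.2 and 59.9 ± 2.9 CPM, with a log2 fold change of 1.19 (SE 0.07, FDR p-value 8.8e-10). MYOZ2 and RRAD had log2 fold changes of 1.05 and 1.00, with FDR p-values of 0.004 and 0.0054. LBH was lower with poly(I:C) than in controls (log2 fold change -0.25, FDR p-value 0.045). All 5 tested genes kept an FDR p-value of at most 0.05 without each library in turn. Of the other choices, a prior count of 2 moved IGFLR1 most, to 1.51.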

*GSDMB* appears to be associated with asthma and certain types of autoimmune diseases such as, type 1 diabetes, inflammatory bowel disease, and rheumatoid arthritis [42, 43]. Ekwall et al. identified *LBH* as a candidate gene in rheumatoid arthritis and it was expressed in the synovial lining layer in such patients [44]. *NR4A1* is a nuclear transcription factor that belongs to the *nur77 signalling in T lymphocytes* and *calcium-induced T lymphocyte apoptosis* canonical pathways. These pathways were both represented as top canonical pathways in the CpG DNA dataset. *NR4A1* is expressed in MΦs in response to pro-inflammatory stimuli [45]. 

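PLAU (Entrez ID 281408) rose from 54.9 ± 2.4 CPM in controls to 104 ± 5 CPM with CpG DNA (SD, n = 3), a log2 fold change of 0.92 (SE 0.07, FDR p-value 1.2e-08). PLAUR, which encodes its receptor, had a log2 fold change of 0.78 (SE 0.10, FDR p-value 2.9e-05), and BDKRB1, also listed for the coagulation system, fell from 3.93 ± 0.49 to 2.03 ± 0.42 CPM (log2 fold change -0.96, FDR p-value 0.0072). PLAU was also higher with poly(I:C), at 90.2 ± 6.2 CPM (log2 fold change 0.71, FDR p-value 4.0e-08). The increase of PLAU with CpG DNA stayed between 0.88 and 0.95 when each library was left out, while BDKRB1 lost its FDR p-value of at most 0.05 in 1 of these fits.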

*PLAU* participates in the *coagulation system* canonical pathway represented as the 5th ranking canonical pathway in the CpG DNA data set. Expression of *PLAU* appears to be regulated by *TGFB1* [46]. Such a pattern of gene expression provides evidence for the advantage of whole genome analysis because it allows the detection of other genes highly expressed that might not directly relate to the immune function of MΦ but rather account for other functions of cells during an immune response. This provides an opportunity to further study functions of such genes in order to fully understand regulation of immune processes in which bovine MΦs may be engaged. An interesting finding was the occurrence of *PRL* (encoding prolactin) as a regulator in poly(I:C)-stimulated cells. Although prolactin is widely known for its essential role in lactation, it appears to have important roles in immune processes, indicating that MΦ may have a prolactin regulated function during reproduction [47, 48].

Close examination of the canonical pathways based on IPA analysis of poly(I:C) dataset shows that majority of these pathways are directly involved in immune response of MΦs. 

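The interferon-inducible genes IFIT3, IFI35, IFIT1, IFI6 and IFITM1 had log2 fold changes from 1.76 to 8.20 with poly(I:C), the largest in IFIT1 (2.02 ± 0.28 CPM in controls, 599 ± 10 CPM with poly(I:C), SD, n = 3). IRF1 and IRF9 had 2.27 (SE 0.09) and 5.84 (SE 0.09). The remaining 8 genes ran from 0.76 to 10.64, with PSMB8 the lowest (16.9 ± 1.9 and 28.5 ± 0.9 CPM, FDR p-value 2.7e-06). All 15 genes had FDR p-values of at most 2.4e-04, but they were listed for their changes in these same libraries. With CpG DNA none of the 15 passed, the smallest FDR p-value being 0.062. Apart from leaving out libraries, OAS1 changed most, to 8.75 with a prior count of 2. Leaving out a library gave OAS1 values from 10.09 to 13.08 in the 6 fits that tested it.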

In the interferon pathway, at least five genes were interferon-inducible (*IFIT3, IFI35, IFIT1, IFI6, IFITM1*), and two genes were interferon regulatory genes (*IRF1, IRF9*) and the remaining 8 genes (*SOCS1, OAS1, MX1, PSMB8, TAP1, ISG15, STAT2, STAT1*) have activity highly regulated by interferon. Signaling through TLR3 upon stimulation with synthetic dsRNA (poly(I:C)) leads to production of IFNβ [49]. It is likely that IFNβ influenced the expression of the genes mentioned above, particularly that supernatants from Bomac cells cultured in the presence of poly(I:C) contained a detectable amount of IFNβ measured at 8 h of stimulation (data not shown) compared to cells stimulated with CpG DNA. Sivori et al. [50] studied CpG DNA and poly(I:C) in regard to their ability to stimulate NK cells through TLRs and found that both could stimulate NK cells to acquire cytotoxic activity against tumor cells. However, poly(I:C) induced more robust responses than CpG DNA, because poly(I:C)-stimulated NK cells produced more IFNγ and TNFα and were highly cytotoxic compared to CpG DNA-stimulated NK cells. The fact that pro-inflammatory cytokines are released was shown in the study by Casey et al. [7] involving bovine MΦs infected with MAP where IL-1 was produced as early as 10 min under their experimental conditions.

The canonical pathways and networks, molecular and cellular functions as identified by IPA analysis of DE genes differed greatly between CpG DNA and poly(I:C) stimulated cells. In particular, CpG DNA promoted expression of genes involved in *free radical scavenging*, a group of molecules responsible for primary function of MΦs. 

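Of the 21 genes drawn in Fig. 8a, 15 had a gene ID, and each changed in the drawn direction with CpG DNA. The drawn directions come from the same libraries. The FDR p-value was at most 0.05 for 6 of 9 upregulated and 5 of 6 downregulated genes. Upregulated genes ran from 0.61 (DDIT3) to 1.66 (NR4A1) and downregulated genes from -1.51 (CYP1A1) to -0.70 (TXNRD1) on the log2 scale. HMOX1 fell from 20.2 ± 1.8 to 11.0 ± 0.4 CPM (SD, n = 3) and TXNRD1 from 1067 ± 10 to 654 ± 40 CPM, with FDR p-values of 2.5e-05 and 9.9e-08. With poly(I:C), 5 of the same genes were upregulated and 4 downregulated. ABCA1 was the value most open to the choice of library, between 0.97 and 1.93 when each was left out. From these genes the paper concludes that CpG DNA promoted expression of genes of free radical scavenging.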

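Gene IDs were available for 9 of the 13 genes. DDIT3, HK2, NR4A1, PLAU, PLAUR and SREBF1 were upregulated by CpG DNA with FDR p-values of 2.0e-04, 2.0e-06, 0.0059, 1.2e-08, 2.9e-05 and 2.0e-06. SREBF1 rose from 36.2 ± 2.6 to 60.9 ± 4.4 CPM and HK2 from 52.1 ± 2.6 to 81.9 ± 1.3 CPM (SD, n = 3). ABCA1, AGER and APLN were higher in the mean, with log2 fold changes of 1.33 (SE 0.42), 0.75 (SE 0.29) and 0.79 (SE 0.25), but their FDR p-values were 0.073, 0.16 and 0.081. Before adjustment, edgeR's F-test gave p-values of 0.0040, 0.017 and 0.0047 for these genes, so a looser cut-off would include them. ABCA1 and APLN each passed the threshold in 1 of the 9 fits that left out a library, and AGER in none. BNIP3, DDIT4, HSPB6 and S100A6 could not be matched to a gene ID.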

Among the 21 genes in this group of molecules, 13 (*ABCA1, AGER, APLN, BNIP3, DDIT3, DDIT4, HK2, HSPB6, NR4A1, PLAU, PLAUR, S100A6, SREBF1*) were significantly upregulated with *p*-values ranging from 5.8 × 10^− 4^ to 1.45 × 10^− 8^. The downregulated genes in this function group could possibly be regarded as control mechanisms in the processes involving reactive oxygen species. In human MΦs *AGER* encodes a nucleic acid receptor that promotes inflammatory responses to DNA [51]. *BNIP3* and *DDIT4* are directly involved in generation of reactive oxygen species [52, 53] and formation of reactive oxygen species [54]. The remaining molecular and cellular functional groups in both stimulation groups mainly concerned cell development, morphology, survival, signalling or death. Further, on the molecular functions, careful examination of GO terms revealed that many top functions included chemokine activity. At least seven CXCL chemokines were found in both CpG DNA and poly(I:C) datasets. However, upregulation of *CXCL5, CXCL8, CXCL16* was observed only in poly(I:C)-stimulated Bomac cells and had an unaltered expression in CpG DNA-stimulated Bomac cells with the exception of *CXCL5*, which was also upregulated in CpG DNA-stimulated cells. 

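ABCA1 (Entrez ID 535379) was at 0.37 ± 0.25 CPM in controls, 0.93 ± 0.12 with CpG DNA and 0.32 ± 0.10 with poly(I:C) (SD, n = 3), on 37, 75 and 24 reads over 3 libraries each. Against control, CpG DNA gave a log2 fold change of 1.33 (SE 0.42, FDR p-value 0.073) and poly(I:C) gave -0.19 (SE 0.51, FDR p-value 0.86). The direct comparison of poly(I:C) with CpG DNA was at -1.52 (FDR p-value 0.025). A prior count of 2 changed the value of CpG DNA against control to 1.20. CXCL5 has no gene ID in the tables and was not analysed here.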

*CXCL5* has been reported to activate MΦ and also increases the expression of *ABCA1* (mRNA upregulated in this dataset) [55].

Although we show marked differences in the transcriptomic landscape of MΦs treated with a viral or a bacterial PAMP, we cannot generalize the differences or compare them to in vivo conditions because, first, the CpG DNA and poly(I:C) used are highly purified reagents much different from live pathogens; second, we have used a transformed cell line that may not accurately represent the transcriptomic changes that occur in vivo (compare [12]). However, the results obtained in this study are largely in line with what is known about MΦ stimulation through TLR and further provide an insight into the early phase of transcriptomic alterations in MΦs during initial interaction with agonists through their pattern recognition receptors.

## Conclusion

Very early following stimulation of Bomac, poly(I:C), more than CpG DNA, triggered signals that exerted a transcriptional profile suited to an antiviral response, whereas CpG DNA influenced genes important for the phagocytic processes. Besides influencing the genes related to immune function, CpG DNA highly affected many genes in metabolic pathways and other non-immune biological processes. Although both, poly(I:C) and CpG DNA, are proposed vaccine adjuvants, poly(I:C) appears to be more potent in setting up the inflammatory landscape required to induce an efficient immune response.

## Additional files

Additional file 1: **Figure S1.** PlasmoTest results from Bomac cells. Supernatants were collected from 8 subsequent passages of Bomac cells and stored at − 80 °C. PlasmoTest (Invivogen, USA) was used to detect the presence of Mycoplasma, according to the kit manufacturer’s instructions. –C, negative control; +C, positive control; S, samples passages 1–8. Blue/purple color indicates positive signal, pink indicates negative signal. **Figure S2.** RT-PCR for the detection of BVDV in Bomac cells. The RT-PCR protocol used is that described by Katsuyoshi U. et al. J. Vet. Med.Sci. 60(7):867–870, 1998 with modification regarding enzymes used for reverse transcriptase and PCR. MW, molecular weight marker; 1–8, Bomac passages from 1 to 8; −, negative control; +, positive control. **Figure S3.** Upper panel: CD44 expression on the surface of BoMac cells. Red fluorescence – CD44; blue fluorescence – DNA. Scale bars = 20 μm. Lower panel: uptake of *Staphylococcus aureus* bioparticles conjugated with FITC by BoMac cells. As a positive control of bioparticles uptake, fresh bovine blood monocytes were used. Cells were incubated with *S. aureus* bioparticles for 1 h at 37 °C. Green fluorescence – bacteria, blue fluorescence – DNA. Arrows indicate phagocytosed bacteria. Scale bars = 20 μm.

Additional file 2: RNA integrity check before RNASeq analysis.

Additional file 3: KEGG pathways generated for poly(I:C)vs Con, CpG DNA vs Con, and poly(I:C) vs CpG DNA

Additional file 4: GO terms generated for poly(I:C)vs Con, CpG DNA vs Con, and poly(I:C) vs CpG DNA

Additional file 5: *TNF* and *IRF7* Upstream regulated genes by CpG and poly(I:C), respectively

Additional file 6: **(A)** Top Network generated from the poly(I:C)vs CpG DNA comparison. Antimicrobial response, Inflammatory response, Cell-to-cell signalling and interaction, **(B)** Functional networks, **(C)** Upstream Regulators in poly(I:C) vs CpG DNA dataset. **(D)** Top Regulator Effect Network generated from the poly(I:C) vs CpG DNA.

Additional file 7: Tables. **(A)** Top 5 Canonical pathways generated by Ingenuity Pathway Analysis (IPA) of differentially expressed genes in Bomac cells stimulated with PAMPs poly(I:C) vs CpG dataset, **(B)** Top Networks generated in Bomac cell line treated from the comparison of poly(I:C) vs CpG DNA, **(C)** Top 5 Molecular and Cellular Functions identified in the differentially expressed genes from the poly(I:C) vs CpG DNA comparison, **(D)** Upstream Regulators identified in poly(I:C) vs CpG DNA comparison, **(E)** Top Regulator Effect Networks generated from poly(I:C) vs CpG DNA comparison.

## Abbreviations

ABCA1: ATP binding cassette subfamily A member 1
ADAR: Adenosine deaminase, RNA specific
AGER: Advanced glycosylation end-product specific receptor
APLN: Apelin
APOBEC3B: Apolipoprotein B mRNA editing enzyme catalytic subunit 3B
BNIP3: BCL2 Interacting protein 3
CCL5: C-C Motif chemokine ligand 5
CD3G: CD3g molecule
CXCL16: C-X-C motif chemokine ligand 16
CXCL5: C-X-C motif chemokine ligand 5
CXCL8: C-X-C motif chemokine ligand 8
CYP1A1: Cytochrome P450 family 1 subfamily A member 1
DDIT3: DNA Damage inducible transcript 3
DDIT4: DNA Damage inducible transcript 4
DDX58: DExD/H-box helicase 58
EIF2AK2: Eukaryotic translation initiation factor 2 alpha kinase 2
FOXF1: Forkhead box F1
GITRL: Glucocorticoid-induced tnfr-related protein ligand (TNFSF18)
GNB3: G protein subunit beta 3
GSDMB: Gasdermin B
HDACG: Histone deacetylase gene
HIF1A: Hypoxia inducible factor 1 alpha subunit
HK2: Hexokinase 2
HLA-DMB: Major histocompatibility complex, class II, DM beta
HSPB6: Heat shock protein family B (small) member 6
IFI35: Interferon induced protein 35
IFI44L: Interferon induced protein 44 like
IFI6: Interferon alpha inducible protein 6
IFIT1: Interferon induced protein with tetratricopeptide repeats 1
IFIT3: Interferon induced protein with tetratricopeptide repeats 3
IFITM1: Interferon induced transmembrane protein 1
IFNA2: Interferon alpha 2A
IFNL1: Interferon lambda 1
IGFLR1: IGF like family receptor 1
IKKα: I kappa b kinase (conserved helix-loop-helix ubiquitous kinase)
IRAK1: interleukin 1 receptor associated kinase 1
IRAK4: interleukin 1 receptor associated kinase 4
IRF1: interferon regulatory factor 1
IRF7: interferon regulatory factor 7
IRF9: interferon regulatory factor 9
ISG15: interferon-stimulated protein 15 KDa, ubiquitin-like modifier
ISG20: interferon stimulated exonuclease gene 20
LBH: limb bud and heart development
MIST1R: macrophage stimulating 1 receptor
MX1: MX dynamin like GTPase 1
MX2: MX dynamin like GTPase 2
MyD88: myeloid differentiation primary response 88
MYOZ2: myozenin 2
NFκBIA: nuclear factor kappa B inhibitor alpha
NR4A1: nuclear receptor subfamily 4 group A member 1
OAS1: 2′-5′-oligoadenylate synthetase 1
OAS2: 2′-5′-oligoadenylate synthetase 2
OPN: opsin
PI3Kδ: phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit delta
PLAU: plasminogen activator, urokinase
PLUAR: plasminogen activator, urokinase receptor
PRKCB: protein kinase C beta
PRL: prolactin
PSMB8: proteasome subunit beta 8
RNASEL: ribonuclease L
RRAD: RRAD, Ras related glycolysis inhibitor and calcium channel regulator
RSAD2: radical S-adenosyl methionine domain containing 2
S100A6: S100 calcium binding protein A6
SLC26A10: solute carrier family 26 member 10
SOCS1: suppressor of cytokine signaling 1
SREBF1: sterol regulatory element binding transcription factor 1
STAT1: signal transducer and activator of transcription 1
STAT2: signal transducer and activator of transcription 2
TAP1: transporter 1, ATP binding cassette subfamily B member
TGFB1: transforming growth factor beta 1
TNFSF10: TNF superfamily member 18
TNFSF18: TNF superfamily member 18
TRAF3: TNF receptor associated factor 3
TRAF6: TNF receptor associated factor 6
UNC93B: unc-93 homolog B1
ZC3HAV1: zinc finger CCCH-type containing, antiviral 1

## References

[1] Elsik CG, Tellam RL, Worley KC, Gibbs RA, Muzny DM, Weinstock GM, Adelson DL, Eichler EE, Elnitski L, Guigo R (2009). The genome sequence of taurine cattle: a window to ruminant biology and evolution. Science.

[2] Lee DH, Ghiasi H. Roles of m1 and m2 macrophages in herpes simplex virus-1 infectivity. J Virol. 2017;91(15):e00578-17.10.1128/JVI.00578-17PMC551226228490589

[3] Nalpas NC, Park SDE, Magee DA, Taraktsoglou M, Browne JA, Conlon KM, Rue-Albrecht K, Killick KE, Hokamp K, Lohan AJ (2013). Whole-transcriptome, high-throughput rna sequence analysis of the bovine macrophage response to mycobacterium bovis infection in vitro. BMC Genomics.

[4] Magee DA, Taraktsoglou M, Killick KE, Nalpas NC, Browne JA, Park SDE, Conlon KM, Lynn DJ, Hokamp K, Gordon SV (2012). Global gene expression and systems biology analysis of bovine monocyte-derived macrophages in response to in vitro challenge with mycobacterium bovis. PLoS One.

[5] Lewandowska-Sabat AM, Boman GM, Downing A, Talbot R, Storset AK, Olsaker I (2013). The early phase transcriptome of bovine monocyte-derived macrophages infected with staphylococcus aureus in vitro. BMC Genomics.

[6] Lamont EA, Xu WW, Sreevatsan S (2013). Host-mycobacterium avium subsp. Paratuberculosis interactome reveals a novel iron assimilation mechanism linked to nitric oxide stress during early infection. BMC Genomics.

[7] Casey ME, Meade KG, Nalpas NC, Taraktsoglou M, Browne JA, Killick KE, Park SDE, Gormley E, Hokamp K, Magee DA (2015). Analysis of the bovine monocyte-derived macrophage response to mycobacterium avium subspecies paratuberculosis infection using rna-seq. Front Immunol.

[8] Kawasaki T, Kawai T (2014). Toll-like receptor signaling pathways. Front Immunol.

[9] Perales-Linares R, Navas-Martin S (2013). Toll-like receptor 3 in viral pathogenesis: friend or foe?. Immunology.

[10] Guiducci C, Coffman RL, Barrat FJ (2009). Signalling pathways leading to ifn-α production in human plasmacytoid dendritic cell and the possible use of agonists or antagonists of tlr7 and tlr9 in clinical indications. J Intern Med.

[11] Stabel JR, Stabel TJ (1995). Immortalization and characterization of bovine peritoneal macrophages transfected with sv40 plasmid DNA. Vet Immunol Immunopathol.

[12] Sager H, Davis WC, Jungi TW (1999). Bovine monocytoid cells transformed to proliferate cease to exhibit lineage-specific functions. Vet Immunol Immunopathol.

[13] Bürgi N, Josi C, Bürki S, Schweizer M, Pilo P (2018). Mycoplasma bovis co-infection with bovine viral diarrhea virus in bovine macrophages. Vet Res.

[14] Dolega P, Szulc-Dąbrowska L, Bossowska M, Mielcarska M, Nowak Z, Toka FN (2017). Innate immune gene transcript level associated with the infection of macrophages with ectromelia virus in two different mouse strains. Viral Immunol.

[15] Lawrence M, Gentleman R, Carey V (2009). Rtracklayer: an r package for interfacing with genome browsers. Bioinformatics.

[16] R: A language and environment for statistical computing. https://www.R-project.org. Accessed December 2017.

[17] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). Star: Ultrafast universal rna-seq aligner. Bioinformatics.

[18] Liao Y, Smyth GK, Shi W (2014). Featurecounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[19] Liao Y, Smyth GK, Shi W (2013). The subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res.

[20] Huber W, Carey VJ, Gentleman R, Anders S, Carlson M, Carvalho BS, Bravo HC, Davis S, Gatto L, Girke T (2015). Orchestrating high-throughput genomic analysis with bioconductor. Nat Methods.

[21] Robinson MD, McCarthy DJ, Smyth GK (2010). Edger: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[22] Chen Y, Lun A, Smyth G (2016). From reads to genes to pathways: differential expression analysis of rna-seq experiments using rsubread and the edger quasi-likelihood pipeline [version 2; referees: 5 approved]. F1000Res.

[23] Lun AT, Chen Y, Smyth GK (2016). It’s de-licious: a recipe for differential expression analyses of rna-seq experiments using quasi-likelihood methods in edger. Methods Mol Biol.

[24] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of rna-seq data. Genome Biol.

[25] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Series B Stat Methodol.

[26] Young MD, Wakefield MJ, Smyth GK, Oshlack A (2010). Gene ontology analysis for rna-seq: accounting for selection bias. Genome Biol.

[27] Luo W, Brouwer C (2013). Pathview: an r/bioconductor package for pathway-based data integration and visualization. Bioinformatics.

[28] Krämer A, Green J, Pollard J, Tugendreich S (2014). Causal analysis approaches in ingenuity pathway analysis. Bioinformatics.

[29] Chase CC, Thakur N, Darweesh MF, Morarie-Kane SE, Rajput MK (2015). Immune response to bovine viral diarrhea virus--looking at newly defined targets. Anim Health Res Rev.

[30] Joetham A, Ohnishi H, Okamoto M, Takeda K, Schedel M, Domenico J, Dakhama A, Gelfand EW (2012). Loss of t regulatory cell suppression following signaling through glucocorticoid-induced tumor necrosis receptor (gitr) is dependent on c-Jun n-terminal kinase activation. J Biol Chem.

[31] Hanabuchi S, Watanabe N, Wang Y-H, Wang Y-H, Ito T, Shaw J, Cao W, Qin FX-F, Liu Y-J (2006). Human plasmacytoid predendritic cells activate nk cells through glucocorticoid-induced tumor necrosis factor receptor-ligand (gitrl). Blood.

[32] Gao J, Wang D, Liu D, Liu M, Ge Y, Jiang M, Liu Y, Zheng D (2015). Tumor necrosis factor–related apoptosis-inducing ligand induces the expression of proinflammatory cytokines in macrophages and re-educates tumor-associated macrophages to an antitumor phenotype. Mol Biol Cell.

[33] Oka N, Nakahara S, Takenaka Y, Fukumori T, Hogan V, H-o K, Yanagawa T, Raz A (2005). Galectin-3 inhibits tumor necrosis factor–related apoptosis-inducing ligand–induced apoptosis by activating akt in human bladder carcinoma cells. Cancer Res.

[34] Androutsopoulos VP, Tsatsakis AM, Spandidos DA (2009). Cytochrome p450 cyp1a1: wider roles in cancer progression and prevention. BMC Cancer.

[35] Xu L, Zhou X, Wang W, Wang Y, Yin Y, LJWvd L, Sprengers D, Metselaar HJ, Peppelenbosch MP, Pan Q (2016). Ifn regulatory factor 1 restricts hepatitis e virus replication by activating stat1 to induce antiviral ifn-stimulated genes. FASEB J.

[36] Rabbani MAG, Ribaudo M, Guo J-T, Barik S (2016). Identification of interferon-stimulated gene proteins that inhibit human parainfluenza virus type 3. J Virol.

[37] Ranaware PB, Mishra A, Vijayakumar P, Gandhale PN, Kumar H, Kulkarni DD, Raut AA (2016). Genome wide host gene expression analysis in chicken lungs infected with avian influenza viruses. PLoS One.

[38] Lin R-J, Yu H-P, Chang B-L, Tang W-C, Liao C-L, Lin Y-L (2009). Distinct antiviral roles for human 2′,5′-oligoadenylate synthetase family members against dengue virus infection. J Immunol.

[39] Liu S-Y, Sanchez DJ, Aliyari R, Lu S, Cheng G (2012). Systematic identification of type i and type ii interferon-induced antiviral factors. Proc Natl Acad Sci U S A.

[40] Triantafyllopoulou A, Franzke C-W, Seshan SV, Perino G, Kalliolias GD, Ramanujam M, van Rooijen N, Davidson A, Ivashkiv LB (2010). Proliferative lesions and metalloproteinase activity in murine lupus nephritis mediated by type i interferons and macrophages. Proc Natl Acad Sci U S A.

[41] Pomeranz LE, Ekstrand MI, Latcha KN, Smith GA, Enquist LW, Friedman JM (2017). Gene expression profiling with cre-conditional pseudorabies virus reveals a subset of midbrain neurons that participate in reward circuitry. J Neurosci.

[42] Chao KL, Kulakova L, Herzberg O (2017). Gene polymorphism linked to increased asthma and ibd risk alters gasdermin-b structure, a sulfatide and phosphoinositide binding protein. Proc Natl Acad Sci U S A.

[43] Hu Y, Jin S, Cheng L, Liu G, Jiang Q (2017). Autoimmune disease variants regulate gsdmb gene expression in human immune cells and whole blood. Proc Natl Acad Sci U S A.

[44] Ekwall AKH, Whitaker JW, Hammaker D, Bugbee WD, Wang W, Firestein GS (2015). The rheumatoid arthritis risk gene lbh regulates growth in fibroblast-like synoviocytes. Arthritis rheumatol.

[45] Hanna RN, Shaked I, Hubbeling HG, Punt JA, Wu R, Herrley E, Zaugg C, Pei H, Geissmann F, Ley K (2012). Nr4a1 (nur77) deletion polarizes macrophages toward an inflammatory phenotype and increases atherosclerosis. Circulation Res.

[46] Ding N, Hah N, Yu RT, Sherman MH, Benner C, Leblanc M, He M, Liddle C, Downes M, Evans RM (2015). Brd4 is a novel therapeutic target for liver fibrosis. Proc Natl Acad Sci U S A.

[47] Flores-Espinosa P, Preciado-Martínez E, Mejía-Salvador A, Sedano-González G, Bermejo-Martínez L, Parra-Covarruvias A, Estrada-Gutiérrez G, Vega-Sánchez R, Méndez I, Quesada-Reyna B (2017). Selective immuno-modulatory effect of prolactin upon pro-inflammatory response in human fetal membranes. J Reprod Immunol.

[48] Medina-Estrada I, Alva-Murillo N, López-Meza JE, Ochoa-Zarzosa A (2015). Non-classical effects of prolactin on the innate immune response of bovine mammary epithelial cells: implications during staphylococcus aureus internalization. Microb Pathog.

[49] Uematsu S, Akira S (2007). Toll-like receptors and type i interferons. J Biol Chem.

[50] Sivori S, Falco M, Chiesa MD, Carlomagno S, Vitale M, Moretta L, Moretta A (2004). Cpg and double-stranded rna trigger human nk cells by toll-like receptors: induction of cytokine release and cytotoxicity against tumors and dendritic cells. Proc Natl Acad Sci U S A.

[51] Sirois CM, Jin T, Miller AL, Bertheloot D, Nakamura H, Horvath GL, Mian A, Jiang J, Schrum J, Bossaller L (2013). Rage is a nucleic acid receptor that promotes inflammatory responses to DNA. J Exp Med.

[52] Ghavami S, Eshragi M, Ande SR, Chazin WJ, Klonisch T, Halayko AJ, McNeill K, Hashemi M, Kerkhoff C, Los M (2010). S100a8/a9 induces autophagy and apoptosis via ros-mediated cross-talk between mitochondria and lysosomes that involves bnip3. Cell Res.

[53] Shoshani T, Faerman A, Mett I, Zelin E, Tenne T, Gorodin S, Moshel Y, Elbaz S, Budanov A, Chajut A (2002). Identification of a novel hypoxia-inducible factor 1-responsive gene, rtp801, involved in apoptosis. Mol Cell Biol.

[54] Vande Velde C, Cizeau J, Dubik D, Alimonti J, Brown T, Israels S, Hakem R, Greenberg AH (2000). Bnip3 and genetic control of necrosis-like cell death through the mitochondrial permeability transition pore. Mol Cell Biol.

[55] Rousselle A, Qadri F, Leukel L, Yilmaz R, Fontaine J-F, Sihn G, Bader M, Ahluwalia A, Duchene J (2013). Cxcl5 limits macrophage foam cell formation in atherosclerosis. J Clin Invest.

# Supplementary material for: Bacterial and viral pathogen-associated molecular patterns induce divergent early transcriptomic landscapes in a bovine macrophage cell line
**Source:** BMC Genomics. 2019 Jan 8;20:15. doi: 10.1186/s12864-018-5411-5
**Supplement:** Supplementary file 1 — Figure S1. PlasmoTest results from Bomac cells. Supernatants were collected from 8 subsequent passages of Bomac cells and stored at − 80 °C. PlasmoTest (Invivogen, USA) was used to detect the presence of Mycoplasma, according to the kit manufacturer’s instructions. –C, negative control; +C, positive control; S, samples passages 1–8. Blue/purple color indicates positive signal, pink indicates negative signal. Figure S2. RT-PCR for the detection of BVDV in Bomac cells. The RT-PCR protocol used is that described by Katsuyoshi U. et al. J. Vet. Med.Sci. 60(7):867–870, 1998 with modification regarding enzymes used for reverse transcriptase and PCR. MW, molecular weight marker; 1–8, Bomac passages from 1 to 8; −, negative control; +, positive control. Figure S3. Upper panel: CD44 expression on the surface of BoMac cells. Red fluorescence – CD44; blue fluorescence – DNA. Scale bars = 20 μm. Lower panel: uptake of Staphylococcus aureus bioparticles conjugated with FITC by BoMac cells. As a positive control of bioparticles uptake, fresh bovine blood monocytes were used. Cells were incubated with S. aureus bioparticles for 1 h at 37 °C. Green fluorescence – bacteria, blue fluorescence – DNA. Arrows indicate phagocytosed bacteria. Scale bars = 20 μm.

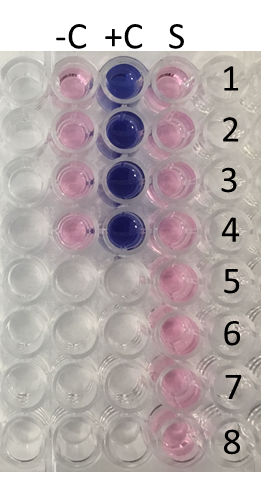

**Figure S1.** PlasmoTest results from Bomac cells. Supernatants were collected from 8 subsequent passages of Bomac cells and stored at -80°C. PlasmoTest (Invivogen, USA) was used to detect the presence of Mycoplasma, according to the kit manufacturer’s instructions. –C, negative control; +C, positive control; S, samples passages 1 -8. Blue/purple color indicates positive signal, pink indicates negative signal.

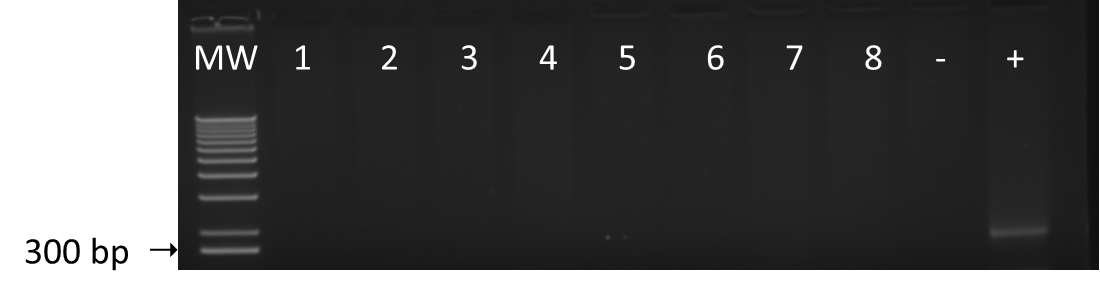

**Figure S2.** RT-PCR for the detection of BVDV in Bomac cells. The RT-PCR protocol used is that described by Katsuyoshi U. et al. J. Vet. Med.Sci. 60(7):867-870, 1998 with modification regarding enzymes used for reverse transcriptase and PCR. MW, molecular weight marker; 1 – 8, Bomac passages from 1-8; -, negative control; +, positive control.

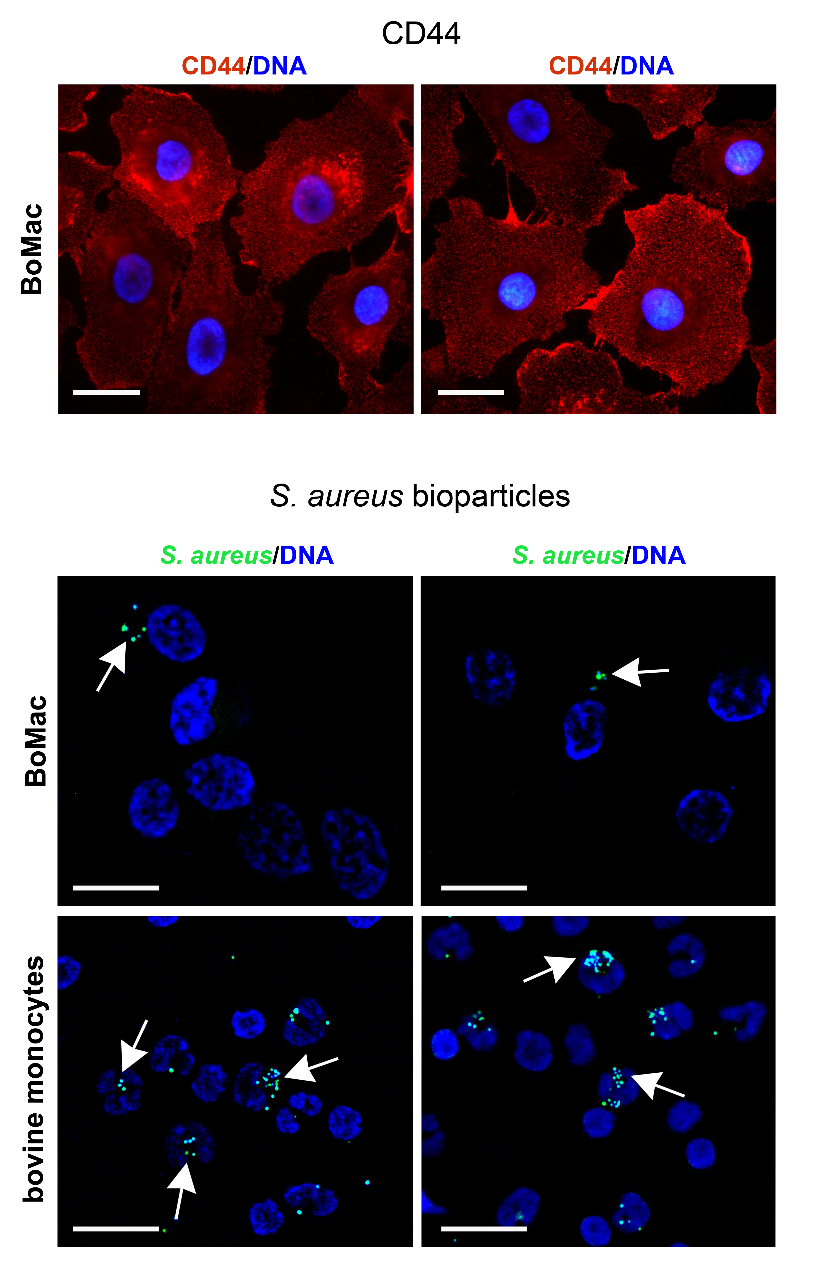

**Figure S3.** Upper panel: CD44 expression on the surface of BoMac cells. Red fluorescence – CD44; blue fluorescence – DNA. Scale bars = 20 µm.

Lower panel: uptake of *Staphylococcus aureus* bioparticles conjugated with FITC by BoMac cells. As a positive control of bioparticles uptake, fresh bovine blood monocytes were used. Cells were incubated with *S.aureus* bioparticles for 1 h at 37 °C. Green fluorescence – bacteria, blue fluorescence – DNA. Arrows indicate phagocytosed bacteria. Scale bars = 20 µm.

# Supplementary material for: Bacterial and viral pathogen-associated molecular patterns induce divergent early transcriptomic landscapes in a bovine macrophage cell line
**Source:** BMC Genomics. 2019 Jan 8;20:15. doi: 10.1186/s12864-018-5411-5
**Supplement:** Supplementary file 2 — RNA integrity check before RNASeq analysis.

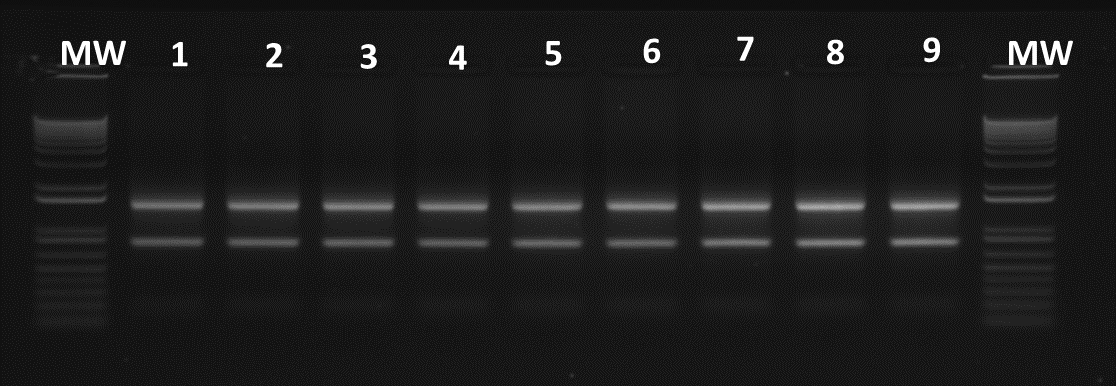

**Additional File 2**. RNA integrity monitoring. RNA was isolated from BoMac cells with Qiagen miRNeasy Isolation Kit. RNA was prepared by diluting 200 ng RNA in ultrapure water RNAse free and heated at 70°C for 1 min. and then mixed with Orange loading dye. Electrophoresis was run in 1xTAE buffer, at 50V for 45 minutes on 1.2% agarose gel containing ethidium bromide at 10 μg/ml. Results were visualized in Syngene Imaging apparatus. **MW**, Molecular weight marker; **Lane 1, 2**, **3**, Control BoMac cells; **Lane 4, 5, 6** BoMac cells stimulated with polyI:C at 10 ug/ml; **Lane 7, 8, 9** BoMac cells stimulated with CpG DNA at 50 ug/ml

# Supplementary material for: Bacterial and viral pathogen-associated molecular patterns induce divergent early transcriptomic landscapes in a bovine macrophage cell line
**Source:** BMC Genomics. 2019 Jan 8;20:15. doi: 10.1186/s12864-018-5411-5

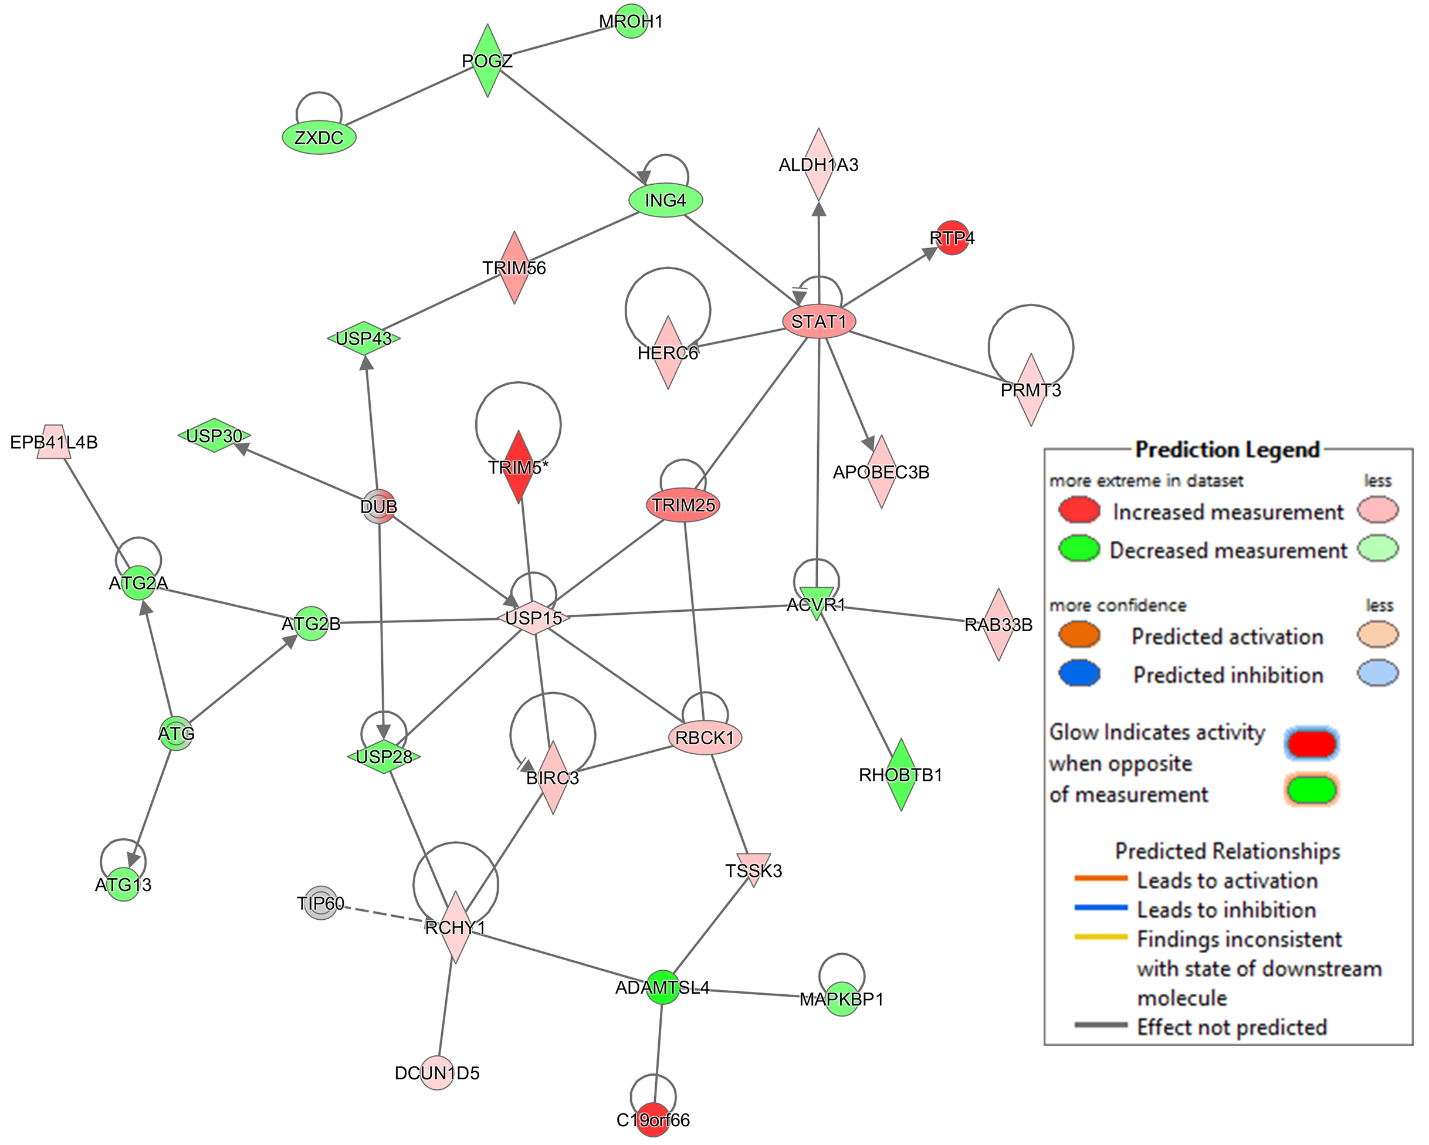
**Additional File 6.**

**(A)** Top Network generated from the pI:Cvs CpG DNA comparison. Antimicrobial response, Inflammatory response, Cell-to-cell signalling and interaction,

**(B)** Functional networks. Apoptosis of macrophages.

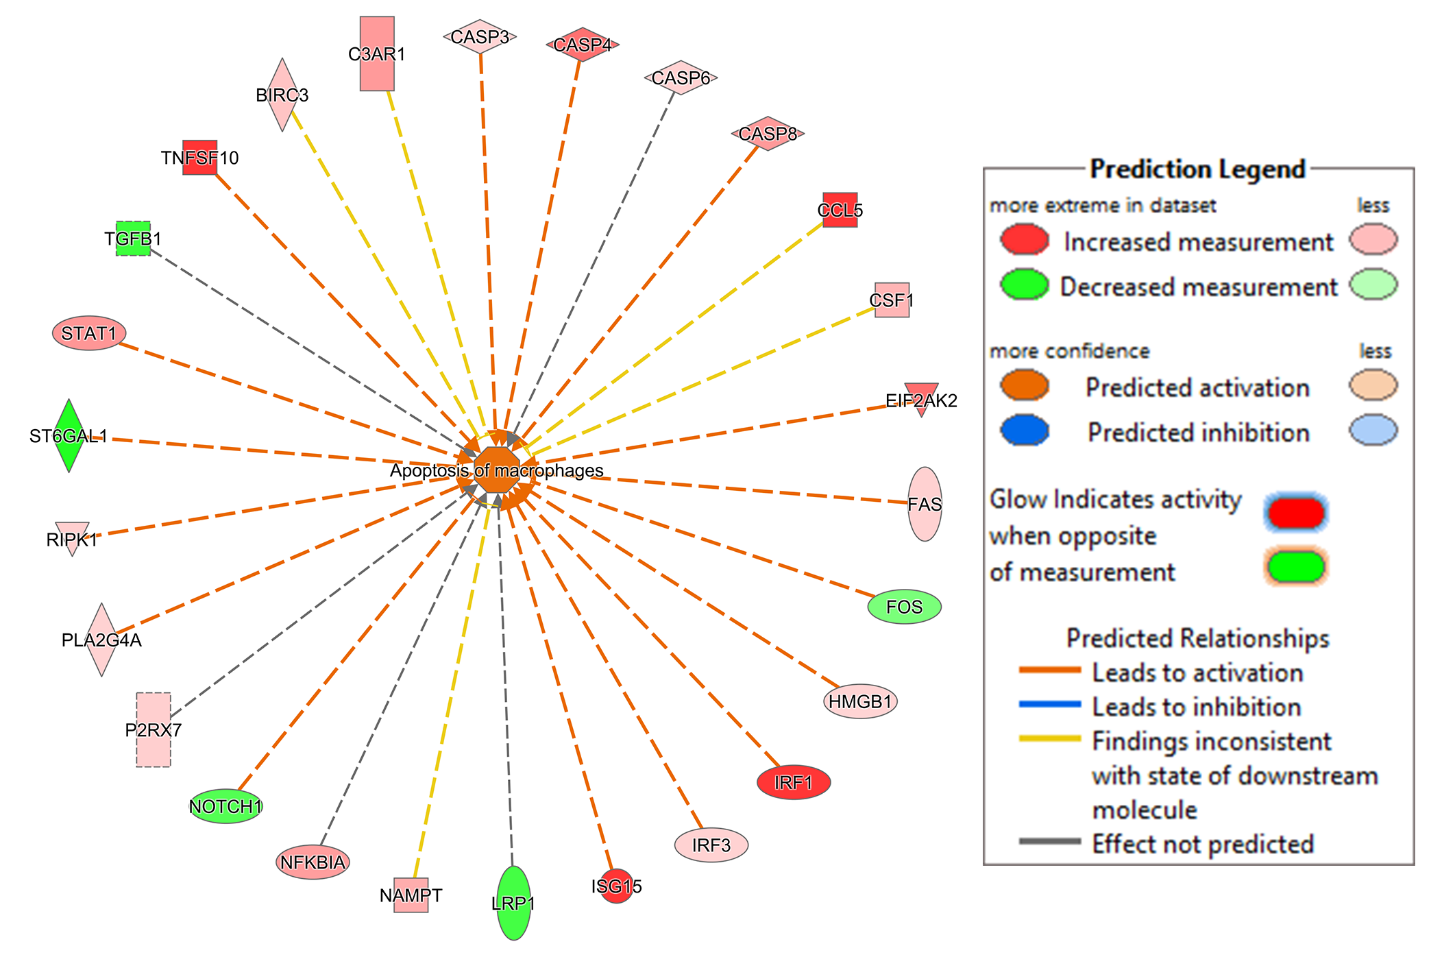

**(C)** Upstream Regulators in pI:Cvs CpG DNA dataset. Interferon.

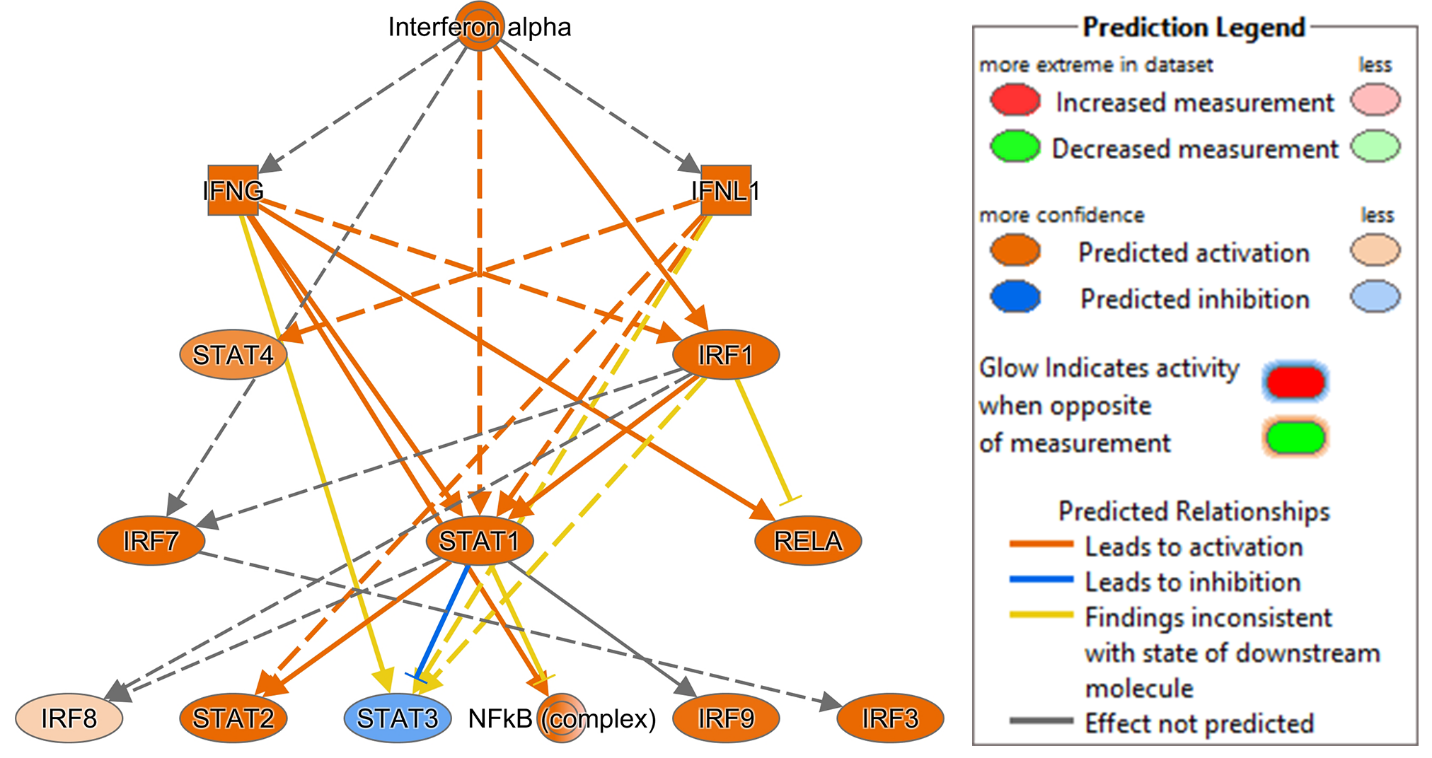

**(D)** Top Regulator Effect Network generated from the pI:Cvs CpG DNA. Prolactin.

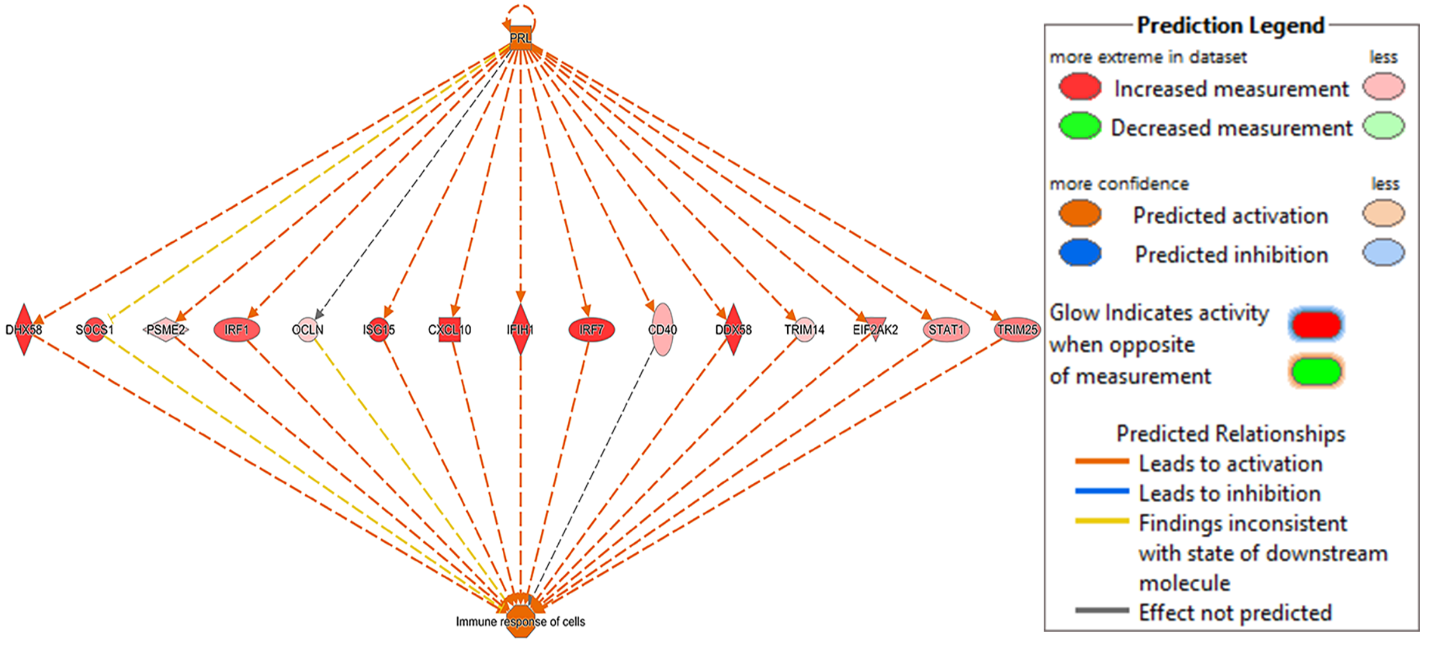

**Supplement:** Supplementary file 6 — (A) Top Network generated from the poly(I:C)vs CpG DNA comparison. Antimicrobial response, Inflammatory response, Cell-to-cell signalling and interaction, (B) Functional networks, (C) Upstream Regulators in poly(I:C) vs CpG DNA dataset. (D) Top Regulator Effect Network generated from the poly(I:C) vs CpG DNA.

# Supplementary material for: Bacterial and viral pathogen-associated molecular patterns induce divergent early transcriptomic landscapes in a bovine macrophage cell line
**Source:** BMC Genomics. 2019 Jan 8;20:15. doi: 10.1186/s12864-018-5411-5
**Supplement:** Supplementary file 7 — Tables. (A) Top 5 Canonical pathways generated by Ingenuity Pathway Analysis (IPA) of differentially expressed genes in Bomac cells stimulated with PAMPs poly(I:C) vs CpG dataset, (B) Top Networks generated in Bomac cell line treated from the comparison of poly(I:C) vs CpG DNA, (C) Top 5 Molecular and Cellular Functions identified in the differentially expressed genes from the poly(I:C) vs CpG DNA comparison, (D) Upstream Regulators identified in poly(I:C) vs CpG DNA comparison, (E) Top Regulator Effect Networks generated from poly(I:C) vs CpG DNA comparison.

1. Top 5 Canonical pathways generated by Ingenuity Pathway Analysis (IPA) of differentially expressed genes in BoMac cells stimulated with PAMPs pI:C vs CpG dataset.

| **Canonical Pathway** | ***p*-Value** | **Ratio** | **Molecules** |
| --- | --- | --- | --- |
| Interferon Signaling | 4.39x10^-12^ | 0.472 | SOCS1, IFIT3, OAS1, PTPN2, MX1, IFI35, IRF9, PSMB8, IFNAR2, TAP1, IRF1, ISG15, IFIT1, STAT2, IFI6, STAT1, IFITM1 |
| Death Receptor Signaling | 1.30x10^-10^ | 0.269 | MAP3K14, CASP3, NFKBIE, PARP10, ZC3HAV1, TNFSF10, PARP12, TBK1, NFKB2, NFKB1, PARP9, FAS, TANK, DAXX, CASP6, NFKBIA, RIPK1, ACTA2, HTRA2, HSPB7, ACTG2, CASP8, BIRC3, CASP7, PARP14 |
| Activation of IRF by Cytosolic Pattern Recognition Receptors | 3.55x10^-10^ | 0.317 | DHX58, NFKBIE, ZBP1, IRF9, TBK1, NFKB2 ,IRF3, ADAR, NFKB1, ISG15, IFIH1, TANK, IRF7, RIPK1, NFKBIA, CD40, DDX58, STAT2, STAT1 ,IFIT2 |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation | 4.19x10^-10^ | 0.193 | COL8A2, MYH10 ,MYH6, ICAM1, CTGF, COL4A6, FGF2, COL4A3, VEGFB, COL8A1, COL4A2, CCL5, NFKB1, FAS, COL15A1, COL16A1, COL1A2, EDN1, TGFB1, TGFB2, SERPINE1, STAT1, COL27A1, CXCL8, COL12A1, SMAD7, MMP2, NFKB2, IFNAR2, COL1A1, IGF2, CD40, ACTA2, CSF1, TGFB3, COL11A1 |
| TWEAK Signaling | 5.22E-08 | 0.371 | MAP3K14 ,CASP3, NFKBIE, NFKB2 ,NFKB1, TNFRSF12A, CASP6, NFKBIA ,RIPK1, CASP8, BIRC3, CASP7, TRAF1 |

1. Top Networks generated in BoMac cell line treated from the comparison of pI:C vs CpG DNA.

| **Associated Network Functions** | **Score** |
| --- | --- |
| Cancer, Gastrointestinal Disease, Organismal Injury and Abnormalities | 40 |
| Antimicrobial Response, Inflammatory Response, Cell-To-Cell Signaling and Interaction | 40 |
| Molecular Transport, Energy Production, Nucleic Acid Metabolism | 40 |
| Cell Death and Survival, Cellular Function and Maintenance, Hereditary Disorder | 37 |
| Developmental Disorder, Hereditary Disorder, Metabolic Disease | 37 |

1. Top 5 Molecular and Cellular Functions identified in the differentially expressed genes from the pI:C vs CpG DNA comparison.

| **Name** | ***p*-value** | **#Molecules** |
| --- | --- | --- |
| Cell Death and Survival | 3.68x10^-5^ - 2.62x10^-22^ | 469 |
| Cellular Movement | 3.08x10^-5^ - 1.34x10^-19^ | 334 |
| Gene Expression | 1.14x10^-5^ - 1.44x10^-16^ | 342 |
| Cell Cycle | 1.14x10^-5^ - 8.63x10^-12^ | 193 |
| Cellular Function and Maintenance | 3.40x10^-5^ - 1.06x10^-11^ | 405 |

1. Upstream Regulators identified in pI:C vs CpG DNA comparison.

| **Upstream Regulator** | ***p*-value of overlap** |
| --- | --- |
| Interferon alpha | 2.01x10^-34^ |
| IRF7 | 1.62x10^-30^ |
| IFNG | 3.69x10^-30^ |
| poly rI:rC-RNA | 3.70x10^-30^ |
| IFNL1 | 1.06x10^-27^ |

1. Top Regulator Effect Networks generated from pI:C vs CpG DNA comparison.

| **Regulators** | **Diseases & Functions** | **Consistency Score** |
| --- | --- | --- |
| ribavirin | Viral Infection | 3.615 |
| 2 lipopolysaccharide | Replication of viral replicon | 3.606 |
| 3 PRL | Immune response of cells | 3.5 |
| 4 lipopolysaccharide | Viral life cycle | 3.474 |
| 5 IFNA2 | Replication of viral replicon | 3.464 |

How the deposited data were processed for this re-analysis (not part of the article)

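RNA of unstimulated Bomac cells and of cells stimulated for 6 h with CpG DNA or poly(I:C) was measured in 9 libraries, 3 per group. The authors aligned the single-end stranded reads with STAR to the bovine assembly UMD 3.1.1 and counted them over the exons of each gene with featureCounts 1.5.0 on the reverse strand (strand option 2). Reads that matched several places or several genes were not counted. The deposited values are these raw counts, 1 file per library, without normalization or pooling of replicates. Each file lists 30314 genes by Entrez ID and 1 row without an ID, which joins 18 exons of the mitochondrial genome (4039 bp). That row was kept in the library totals and, as 1 of the 13388 rows, in the fits, and was left out of the lists of genes with the largest changes.

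Library totals ran from 23020669 to 36282329 counted reads, so that 10 reads on a gene correspond to 0.28 to 0.43 CPM. In all, 20585 genes had a read in any library and 12726 had at least 10 reads in every library. Genes with at least 0.5 CPM in at least 3 libraries were tested (13388 genes). For genes with few reads the fold change depends on the prior count added before the logarithm, which was edgeR's default in the main fit.

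Analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with matplotlib 3.10.9 for the figures. Libraries were scaled by TMM, and a quasi-likelihood model was fitted to all 9 libraries with edgeR (robust fit, with the dispersion method of edgeR's version 3). The test of the 3 groups has 2 degrees of freedom, and the pairwise comparisons are contrasts of the same model. FDR p-values are Benjamini-Hochberg adjusted, with a threshold of at most 0.05. The standard error of a log2 fold change was derived from the fold change and its F statistic. Means ± SD are TMM-normalized CPM over 3 replicates. Genes were clustered on scaled log2 CPM (prior count 2) with Euclidean distance and complete linkage, cut at height 4. FDR p-values of upregulated and downregulated genes were compared by a permutation test with 100000 resamples. The pairing of replicate numbers between groups was checked by exact permutation.

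The model was tested on simulated data with 200 changed genes. It recovered 200 of them with the right direction, made 5 calls among unchanged genes and had a median error of 0.064 on the log2 scale. The simulated changes were at least 1 on the log2 scale, in genes with a mean of at least 5 CPM. Every gene had the spread of the trend across genes. The real medians with CpG DNA were 0.39 and -0.30, so the simulation does not show recovery of such small changes or of genes with few reads.

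Full values were given for genes the paper names in its text, Tables 2, 3 and 5 and Figs. 7, 8 and 10, and for the 10 genes with the largest changes in each direction of each comparison among those past the threshold with no overlap between the groups. The rule also covers the genes of surface markers, cytokines and receptors measured or discussed in the paper. Symbols were matched to Entrez IDs only where a table or supplementary file of the paper gives both. This matched 114 symbols, of which 112 were tested. SLC26A10 and CYP27B1 did not pass the filter. Symbols without such a pair, including names made of LOC and a number, were left out. Genes without a symbol are given by their Entrez ID. Over-representation in KEGG pathways was not tested, since most listed symbols have no ID. Gene coordinates were left out because the files name chromosomes only by sequence records, and the exonic length is given in their place. Flow cytometry, ELISA and particle uptake data were not in the files analysed here.

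The alternatives tried were DESeq2's size factors, library size alone, the DESeq2 test, no filter, a filter of at least 10 counts in every library, the edgeR 4 fit, a fit without robust estimation, fits of only the compared groups, a block for the replicate number, an FDR p-value of at most 0.01, a fold change of at least 1.5, a prior count of 2 and leaving out each library. These, the tests and the gene rule were chosen before the processed files arrived. Average and Ward linkage, and the test with separate controls for each treatment, were added afterwards.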

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

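Among genes whose ID the paper pairs with no symbol, those with the largest changes were flagged as possibly outside its discussion. Their IDs were not matched to symbols, so the paper may name some of them by symbol alone. With CpG DNA these were the gene with Entrez ID 101909274 (log2 fold change 1.42, FDR p-value 0.04) and the gene with ID 107131983 (-1.03, FDR p-value 0.011). With poly(I:C) they were the gene with ID 767910 (10.12, FDR p-value 1.4e-10) and the gene with ID 529500 (-1.75, FDR p-value 0.014). For 1 replicate carrying the change, 3 of the 4 genes lost an FDR p-value of at most 0.05 when some library was left out, in 6, 2 and 3 of the 9 fits for IDs 101909274, 107131983 and 529500. Their log2 fold changes stayed between 1.29 and 1.57, -1.21 and -0.92, and -2.87 and -1.42, with the direction kept in every fit. Leaving out a library also weakens the test, so the lost threshold by itself does not show that 1 replicate carries the change. With all libraries, ID 101909274 did not pass with the replicate block, with DESeq2's test or without the filter. For counts near zero in the lower group, 1 of the 4 genes had fewer than 10 reads there. This was ID 767910, with 0 reads in the 3 controls, and the size of its change depends on the prior count. It did not lose the threshold in any fit that tested it, but was not tested in the 3 fits without a poly(I:C) library. Reads shared with similar genes and a difference between library batches were not tested for these genes, so none of the changes is called biological.

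The row of mitochondrial exons without a gene ID was flagged because the paper does not report it and 1 library lay far above the others. CpG replicate 3 had 1016 CPM on it, against 293 to 470 CPM (mean 376) in the other 8 libraries, a ratio of 2.70. For ribosomal RNA carried over in one library, the same library also has the highest share of multi-mapping reads in Table 1, as that explanation predicts. This prediction was written after the result had been seen. The other predictions were written before. The second explanation was a shift of gene counts in that library. Without CpG replicate 3, 375 genes passed for CpG DNA against control, against 247 without replicate 1 and 556 without replicate 2. The number of genes does not measure a shift of counts directly. The chi-square per gene of CpG replicate 3 against replicates 1 and 2 was 29.7 and 36.6, the largest of all pairs, against 9.9 between replicates 1 and 2. The Pearson correlations of log2 CPM were 0.994, 0.993 and 0.994 in the same order. A shift of gene counts in that library is not excluded. Carried-over ribosomal RNA also remains as a technical explanation, and no biological explanation was tested, since the design gives none for a single replicate.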

How the results depend on the processing

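Of 152 gene results, 121 kept their direction and their side of the threshold under every alternative in which they were tested. Not all were tested in each, and 92 had a result with at least 10 counts in every library. Among 3052 gene rows, 2912 were unchanged, 132 became weaker, 6 became stronger and 2 reversed. The reversals concern DDX58 with CpG DNA, which was near 0 in the main fit (0.0097) and was -0.0106 without control replicate 3 and -0.0753 without CpG replicate 1, from -0.0753 to 0.0944 across the 9 fits. The number of TNF targets past the threshold stayed within 1.5 times the main number throughout. DESeq2's size factors and test, the edgeR 4 fit, the fit without robust estimation and fits of only the compared groups left all numbers of genes within 1.5 times.

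Library size alone gave 878 genes downregulated by poly(I:C), and 814 higher and 1366 lower with poly(I:C) than with CpG DNA. TMM factors of the poly(I:C) libraries were lower than those of the others, so leaving them out lowers every poly(I:C) value. Without a filter, 351 genes were downregulated by CpG DNA and 668 by poly(I:C), as genes with few reads entered the fit. With at least 10 counts in every library, 37 IRF7 targets remained, since genes with fewer than 10 reads in some library were removed. The replicate block left 138 genes downregulated by CpG DNA, with fewer residual degrees of freedom.

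At an FDR p-value of at most 0.01, 1113 genes differed between the 3 groups, 170 and 90 were up- and downregulated by CpG DNA, 511 and 142 by poly(I:C), 709 and 301 differed between treatments, and 77 were changed by both. With a 1.5-fold cut-off the pairwise numbers were 59 and 28, 293 and 75, 295 and 134, and 20 for both treatments. Average linkage gave 2 clusters and Ward linkage 93, against 11 with complete linkage. Both were chosen after seeing the data.

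Across the 9 fits that each left out one library, 1393 to 2623 genes differed between the groups. The pairwise numbers were 159 to 385 up and 88 to 254 down for CpG DNA, 496 to 948 and 184 to 442 for poly(I:C), and 657 to 1503 and 381 to 964 between treatments. Both treatments changed 90 to 180 genes. IRF7 targets numbered 42 to 57, because a gene found only with poly(I:C) cannot reach the filter's 3 libraries when 1 of them is left out. Depth limits genes with few reads, such as TNFSF18, most. The planned test of KEGG over-representation was not run under any setting, because most listed symbols have no ID.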

Differences from the paper's values

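Of 140 fold changes compared with the paper's tables, text and supplementary lists, all 140 had the same sign and 139 were within 5 percent. The row of Table 2 labelled PLAU carries Entrez ID 281983 and was compared as PLAUR. For MYOZ2 with CpG DNA the fold change was 2.07, and the paper's Table 2 gives 2.7. None of the alternatives set before the files arrived closed this gap, and they ranged from 1.90 to 2.19.

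For the test of the 3 groups and the pairwise comparisons, no number of genes differed from the paper's by more than 1.5 times in the main fit. The filter the paper states left 13388 genes here, fewer than the paper reports, and the cause was not found. SLC26A10 and CYP27B1, both listed by the paper, did not pass it. With DESeq2's size factors in place of TMM, the number upregulated by poly(I:C) was 761, which is the paper's number. Without control replicate 3, 911 genes were lower with poly(I:C) than with CpG DNA, again the paper's number. No other setting reached such a number of the paper exactly.

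The paper states a smaller number of clusters than the 11 found by the same cut with complete linkage. It states that all 5 genes of Fig. 10a were significantly upregulated, and the FDR p-values of FOXF1 and MST1R were 0.19 and 0.16. Of the genes named as significantly upregulated in free radical scavenging, ABCA1, APLN and AGER had 0.073, 0.081 and 0.16. The paper lists 40 targets of TNF, of which 16 of the 39 tested had FDR p-values above 0.05. CXCL2, drawn as changed by poly(I:C), had 0.093. The paper gives no separate cut-off for these lists. It prints FDR p-values above 0.05 for PRKCB and GNB3 in a pathway, so a looser cut-off than the one used here is possible. Before adjustment, edgeR's F-test gave p-values of 0.023 for FOXF1, 0.016 for MST1R and 0.012 for CXCL2. The paper names CYP1A1 as the most downregulated gene. GBP1, one of its TNF targets, had a lower log2 fold change with CpG DNA (-2.07, FDR p-value 0.18) than CYP1A1 (-1.51), without passing the threshold. GBP1 had only 12 reads in the controls and 2 with CpG DNA. With a prior count of 2 the order reversed, with -0.99 for GBP1 and -1.50 for CYP1A1. CXCL2 had -1.43 with CpG DNA (FDR p-value 0.0061), between the values of CYP1A1 and CYP1B1, and is not in Table 2. The paper calls the FDR p-values of upregulated genes higher than those of downregulated genes. With poly(I:C) the medians were in the reverse order, 0.0021 for upregulated and 0.018 for downregulated genes. With CpG DNA the permutation test gave p = 0.42.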

Other observations

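Other splits of the samples were compared with the real groups. Among 100 splits of the 9 samples into 3 groups of 3, 1 gave as many genes as the 2267 of the 3 groups, the real split itself, and the largest other split gave 790. In 3 of 100 splits, the real one included, as many genes were changed in both comparisons as the 162 found, with 526 in the largest. For CpG DNA vs control, poly(I:C) vs control and poly(I:C) vs CpG DNA, 1 of the 10 splits of the 6 samples, the real one, gave as many genes, and the largest other split gave 0. With 10 splits the share cannot fall below 0.1, so these numbers cannot be told apart by this test alone from what a random division of the samples gives.

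More genes differed between poly(I:C) and CpG DNA (2177) than between either treatment and control (564 and 1153). For a library size difference between groups, every library was thinned to 23020669 reads, and the order stayed the same with 2103 genes against 520 and 1136. For wider spread among the control replicates, the median SD of log2 CPM was 0.0964 in controls, 0.101 with CpG DNA and 0.108 with poly(I:C), so controls were not the most variable. For gene length bias, the rank correlation across genes of exonic length with the log2 fold change was -0.193. This was close to the size of 0.2 set in advance as the limit, and genes are not independent replicates. The median length was 2338 bp among genes higher with poly(I:C) and 4504 bp among genes lower, against 2731 bp for all tested genes. For opposite movement of CpG DNA and poly(I:C) from control, 75.1% of the genes had changes of opposite sign. Choosing genes by the difference between treatments itself favours opposite signs, so this share is weak evidence. Opposite movement, which this share cannot decide, and gene length both remain open as explanations. Sequencing or library batches were not tested, so both stay hypotheses.

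Of the 162 genes changed by both treatments, 142 moved in the same direction. For shared control samples, the mean correlation of the 2 log2 fold changes across genes was 0.036 with a different control replicate for each treatment, 0.271 with the same single control replicate and 0.146 with all 3 controls. The 6 pairs of different control replicates gave 0.006 to 0.074. This correlation covers all tested genes, most of them unchanged, and does not test the 162 genes. A further test, with its prediction written before its result but after these correlations were known, used no control library in both comparisons. It gave 1 control to one treatment and the other 2 to the other treatment, in 6 arrangements. Of the 28 to 114 genes that passed in both, 59.6% to 100% moved in the same direction (mean 83.3%). The up and down genes of each comparison would give 43.7% to 59.6% (mean 52.2%), and each arrangement lay above its own expected value. A single control has no spread of its own, so the choice of genes there rests on the spread of other libraries. Within that limit, shared controls did not account for the whole of the common direction. Genes are not independent replicates, and batches of cells or libraries common to both treatments were not tested. The paper kept its unstimulated cells on a separate plate. A difference in plate or handling between controls and both treatments cannot be told apart here from a common response to the treatments.

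For the largest changes with poly(I:C), 7 of the 10 upregulated genes of Table 3 had fewer than 10 reads in the 3 controls together. The size of these changes could come from near-zero counts in the control samples, while their direction was the same in every replicate.

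CD40 mRNA, whose protein the paper measured by flow cytometry, was at 12.6 ± 1.1 CPM in controls, 13.4 ± 1.4 with CpG DNA and 29.4 ± 1.3 with poly(I:C) (SD, n = 3). The log2 fold change was 0.08 with CpG DNA (FDR p-value 0.73) and 1.22 with poly(I:C) (FDR p-value 1.6e-09).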
